# GDNF drives rapid tubule morphogenesis in a novel 3D *in vitro* model for ADPKD

**DOI:** 10.1242/jcs.249557

**Published:** 2020-07-16

**Authors:** Eryn E. Dixon, Demetrios S. Maxim, Victoria L. Halperin Kuhns, Allison C. Lane-Harris, Patricia Outeda, Andrew J. Ewald, Terry J. Watnick, Paul A. Welling, Owen M. Woodward

**Keywords:** 3D cell model, Epithelia, Kidney, Tubulogenesis, Collecting duct, Polycystic kidney disease

## Abstract

Cystogenesis is a morphological consequence of numerous genetic diseases of the epithelium. In the kidney, the pathogenic mechanisms underlying the program of altered cell and tubule morphology are obscured by secondary effects of cyst expansion. Here, we developed a new 3D tubuloid system to isolate the rapid changes in protein localization and gene expression that correlate with altered cell and tubule morphology during cyst initiation. Mouse renal tubule fragments were pulsed with a cell differentiation cocktail including glial-derived neurotrophic factor (GDNF) to yield collecting duct-like tubuloid structures with appropriate polarity, primary cilia, and gene expression. Using the 3D tubuloid model with an inducible *Pkd2* knockout system allowed the tracking of morphological, protein, and genetic changes during cyst formation. Within hours of inactivation of *Pkd2* and loss of polycystin-2, we observed significant progression in tubuloid to cyst morphology that correlated with 35 differentially expressed genes, many related to cell junctions, matrix interactions, and cell morphology previously implicated in cystogenesis.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** A new three-dimensional *in vitro* model drives tubule morphogenesis with the addition of GDNF and demonstrates methods for interrogating the initiation of ADPKD cystogenesis.

## INTRODUCTION

*In vitro* models of stem cell differentiation and kidney development have set the stage for expanding our understanding of nephrogenesis. Recognition that three-dimensional (3D) culture systems support the development of normal structure and physiology better than 2D non-polarized systems (Fig. 1A) has led to a paradigm shift in the field (Duval et al., 2017). Thus far, new 3D culture systems with embryonic or adult stem cells have led to advances in understanding diseases of the lung, intestines, brain, and now the kidney (Clevers, 2016; Takasato et al., 2016; Schutgens et al., 2019; Morizane et al., 2015). Optimized variations of 3D epithelial culture using induced pluripotent (iPSC) and adult (ASC) stem cells have led to novel kidney model systems that are able to recapitulate intermediate mesoderm, metanephric mesenchyme, ureteric epithelium, and proximal tubules (Freedman et al., 2015; Takasato et al., 2016; Schutgens et al., 2019). Further, introduction of specific mutations by CRISPR-Cas9 gene editing can be used to model human diseases of the kidney (Clevers, 2016; Freedman et al., 2015). These intricate models remain unmatched in recapitulating the complexity of the developing kidney. However, organoid complexity is not always a desirable feature, especially for studies focused on identifying and characterizing molecular pathways that drive tubulogenesis, epithelial cell differentiation, and complex disease processes, such as autosomal dominant polycystic kidney disease (ADPKD) (Clevers, 2016).

Roadblocks of current *in vitro* model systems fall into categories of cost, relevancy, and translational applications, which all stem from efforts to maintain epithelial-like structures and prevent them from reverting back to innate stemness (Dixon and Woodward, 2018). Despite the intricate characterization of these kidney organoids and personalization of the models to patients, the resulting structures demonstrate insufficient functional relevance and often rely on a nascent phenotype, which makes interpretation for late stage diseases, such as ADPKD, challenging (Forbes et al., 2018; Takasato et al., 2015). Recently, Schutgens et al. (2019) have expanded the niche of stem cell models by creating a tubuloid system that uses adult stem cells from human cortex biopsies to create epithelial structures. Unfortunately, the application of stem cell models to study genetic cystogenic mechanisms is limited, and these limitations are much the same as those of the foundational 3D *in vitro* models, which used immortalized cell lines and focused on spheroid development, including changes in number and size (Grantham et al., 1989; Mangoo-Karim et al., 1989).

Here, we describe a tubuloid model system that employs tubule fragments derived from whole murine postnatal kidneys. This approach preserves a progenitor cell population that can be manipulated to selectively drive the upregulation of epithelial differentiation and collecting duct associated signaling pathways. Unlike other segments, the differentiation, tubulogenesis, and extension of the Wolffian duct is largely driven by a single growth factor, glial-derived neurotrophic factor (GDNF) (Majumdar et al., 2003). Additionally, increased levels of GDNF expand populations of collecting duct progenitor cells (Li et al., 2019). The use of a primary cell 3D system driven to a desired tubule-like phenotype could be used to isolate changes in epithelial organization following acute experimental perturbations. Therefore, we designed a system that would be inexpensive, utilize commercially available reagents, allow for differentiation and experimental protocols to be completed in less than 2 weeks, and that would allow tracking and imaging of tubuloids *in situ* (Dixon and Woodward, 2018).

The significance of this new model development is driven by the lack of understanding of cystogenesis in tubular cystic diseases, including autosomal dominant (ADPKD) and recessive (ARPKD) polycystic kidney disease, and nephronophthisis. These cystic diseases share a phenotypic profile that includes presentation of collecting duct or medullary cysts (Hildebrandt and Zhou, 2007; Bergmann et al., 2018), supporting the need for development of a nonproximal *in vitro* model. Current models that employ knockout approaches of specific causal cystogenic genes, such as siRNAs or CRISPR, might mislead our understanding of initiating events in cystogenic mechanisms because they are not able to directly compare changes to epithelial cells before and after genetic perturbation (Cruz and Freedman, 2018; Freedman et al., 2015; Cruz et al., 2017). With multiphasic pathologies, the current *in vitro* model systems for cystogenic diseases represent a summary of epithelial changes rather than isolation of proximate changes to gene loss. Our new *in vitro* system presents a platform for investigating these cystic diseases in an isolated tubule-like structure.

The most prevalent of the aforementioned genetic epithelial cystic diseases is ADPKD (Igarashi and Somlo, 2002; Cornec-Le Gall et al., 2019). ADPKD is caused by loss-of-function mutations in *PKD1* and *PKD2*, which encode two transmembrane proteins, polycystin-1 (PC1) and polycystin-2 (PC2). The functions of the polycystin proteins in renal epithelial cells remain undefined, but they are hypothesized to form a channel complex with roles in cell migration and signaling (Hanaoka et al., 2000; Delmas et al., 2004; Su et al., 2018). The polycystins have been localized to the plasma membrane, cilia, endoplasmic reticulum, and cellular junctions (Yoder et al., 2002; Roitbak et al., 2004; Köttgen and Walz, 2005). Renal cystogenesis occurs when germline loss-of-function mutations in *PKD1* or *PKD2* are coupled with an additional somatic mutation in the *PKD* gene inherited from the unaffected parent (Watnick et al., 1998; Pei et al., 1999; Tan et al., 2018). When polycystin signaling falls below a critical threshold, mutant cells undergo morphological changes, increases in cell proliferation, changes in fluid secretion, and alterations in numerous signaling pathways (Gallagher et al., 2010; Pei, 2001; Ye and Grantham, 1993; Chapin and Caplan, 2010). As cysts clonally expand in the kidney, neighboring nephrons become damaged, resulting in compensatory hyperfiltration, eventually resulting in inflammation and fibrosis.

This complicated multiphasic pathology and poor understanding of the function of the polycystin proteins has left the pathological mechanisms of cystogenesis incompletely understood. Current stem cell based *in vitro* models used to study cystogenesis (Cruz et al., 2017; Freedman et al., 2015) in ADPKD focus on explaining proliferation, fluid accumulation, and changes in cell–matrix interactions, suffering the same restraints as older 3D *in vitro* models that used immortalized cell lines to focus on spheroid development and expansion (Grantham et al., 1989; Mangoo-Karim et al., 1989). The conclusions drawn from both immortalized and stem cell PKD models tend to conflate potential downstream repercussions of polycystin loss, such as proliferation and fluid secretion, with causal factors in cystogenesis. Current models do not provide the possibility to observe morphological changes resulting from acute polycystin loss in an intact tubuloid or tubule structure (Grantham et al., 1989; Mangoo-Karim et al., 1989; Cruz et al., 2017).

Here, we present a new tubuloid model system that is designed to overcome many of the major current roadblocks to our understanding of the initiating steps in epithelial morphological change and cystogenesis. We used mouse renal tubule fragments containing *Six2*-positive progenitor cells pulsed with GDNF to yield collecting-duct-like tubuloid structures. For proof of principle, we used tubuloids generated from an inducible *Pkd2* knockout system (*Pkd2^fl/fl^ Pax8rtTA TetOCre +mTmG*), demonstrating the ability to track the morphological, protein, and genetic changes that correlate with observable and quantifiable cyst formation. This model system is well suited for studying the proximate pathological mechanisms of cystogenesis resulting from genetic cystic diseases; mechanisms that might be amenable to therapeutic targeting.

## RESULTS

### Novel development of tubules and differentiated structures via primary cell culture in a Matrigel sandwich

Two-dimensional *in vitro* models have provided critical insight into the cell biology of epithelial mechanisms of proliferation and fluid secretion, but there is a limit to the relevance and translation of 2D cultures to physiological mechanisms. This disconnect is in part due to the dramatic change in morphometry and organization of epithelial cells on flat, stiff substrates (Fig. 1A). Therefore, we opted for a 3D system employing Matrigel to establish a synthetic basement membrane matrix. The rationale behind the development of this system was to drive and maintain the formation of specific tubule structures through manipulation of the basement membrane and growth factors. To begin, we resuspended single cells and cell aggregates from a renal epithelial immortalized cell line (*Pkd2^fl/fl^ Pax8rtTA TetOCre Sv40*; see Materials and Methods) into Matrigel droplets (Fig. 1B) (Sato and Clevers, 2013). After exposure to kidney specific growth factor enriched medium, cells proliferated and exclusively expanded into fluid-filled spheroids – the apparent default structure for epithelial cells in 3D culture, independent of the polycystin status (Benton et al., 2014; Dutta et al., 2017). Critically, we were unable to generate tubule-shaped structures. We hypothesized that morphological changes precede alterations to proliferation and secretion after polycystin loss. Lack of tubular structures with the immortalized renal epithelial cell lines, before inactivation of the *PKD* genes, prevented the testing of this hypothesis.

**Fig. 1.**
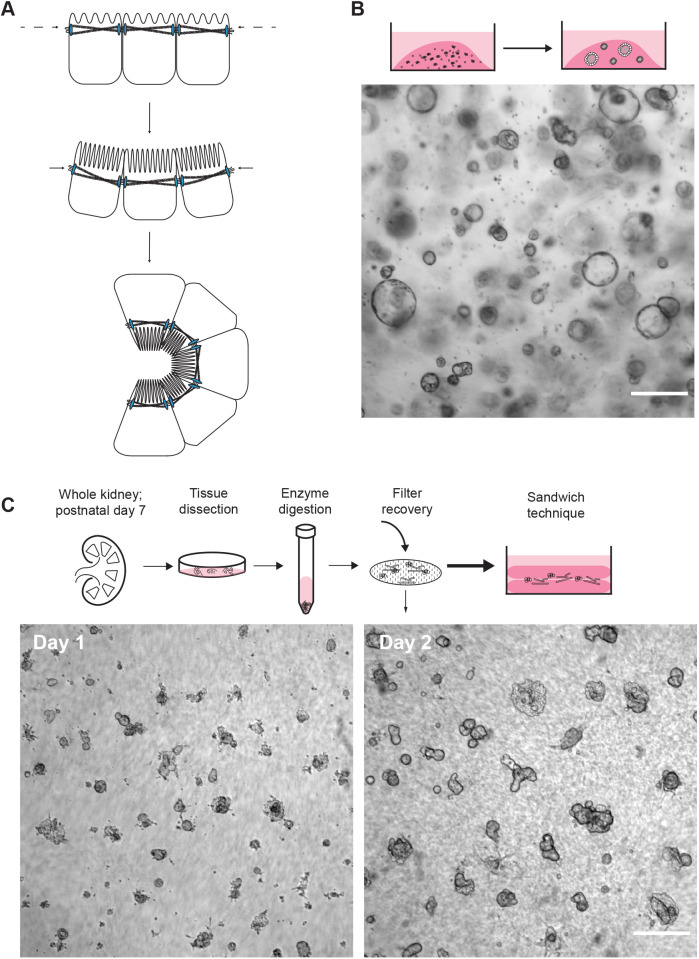
**Rationale for 3D culture of primary cells.** (A) Schematic representation of the change in morphology from 2D to 3D culture. (B) Immortalized single cells (*Pkd2^fl/fl^* *Pax8rtTA TetOCre Sv40*) are resuspended and cultured in Matrigel dots with renal growth factor medium. Spheroids develop from single cells and cellular aggregates. A representative bright-field image is shown. (C) Schematic representation of tubule fragment preparation from whole mouse kidney. Below, representative bright-field images show primary tubule fragments seeded between two layers of Matrigel on day 1 and day 2 of culture, demonstrating a succinct protocol for tubule development. Scale bars: 250 μm.

Based on this observation, we made two critical changes to the plating protocol to aid in the development of tubules. Firstly, primary cell material, isolated from a postnatal day 7 mouse kidney, was used instead of an immortalized cell line. Secondly, tubule fragments, isolated by digestion with a collagenase solution, were seeded in between two layers of polymerized Matrigel, a method known as the sandwich technique (Fig. 1C). This culture technique allowed us to create a single focal plane of structures, which was helpful for tracking and imaging in a single field of view. Additionally, the seam in the matrix appeared to increase diffusion of the culture medium and increase exposure of the plated structures to nutrients and growth factors, allowing rapid tubule formation within 48 h of culture (Fig. 1C).

The combination of primary cell fragments and Matrigel plating strategy with a renal specific growth factor medium resulted in the development of two categories of 3D structures: prestructures, and tubuloids (either spheroids or tubules; Fig. 2A). The first structure class, prestructures, were globular and categorized as being non-differentiated (E-cadherin negative; Fig. 2B). These were often found supporting other differentiated (E-cadherin positive) tubuloid structures (Fig. 2B,C). Differentiated tubuloids were further segregated by morphology into spheroids, defined by a circular, clear lumen and a spheroid wall that was 1–2 cells wide, or tubules, defined as a structure with a slit-like lumen and approximately 50 μm in diameter, mimicking the approximate size of a mouse nephron (Fig. 2C). Both spheroids and tubules demonstrated the expected polarization of characteristic markers, including the basolateral transporter Na^+^/K^+^-ATPase and the apical primary cilia marker acetyl-α-tubulin (Fig. 2D,E).

**Fig. 2.**
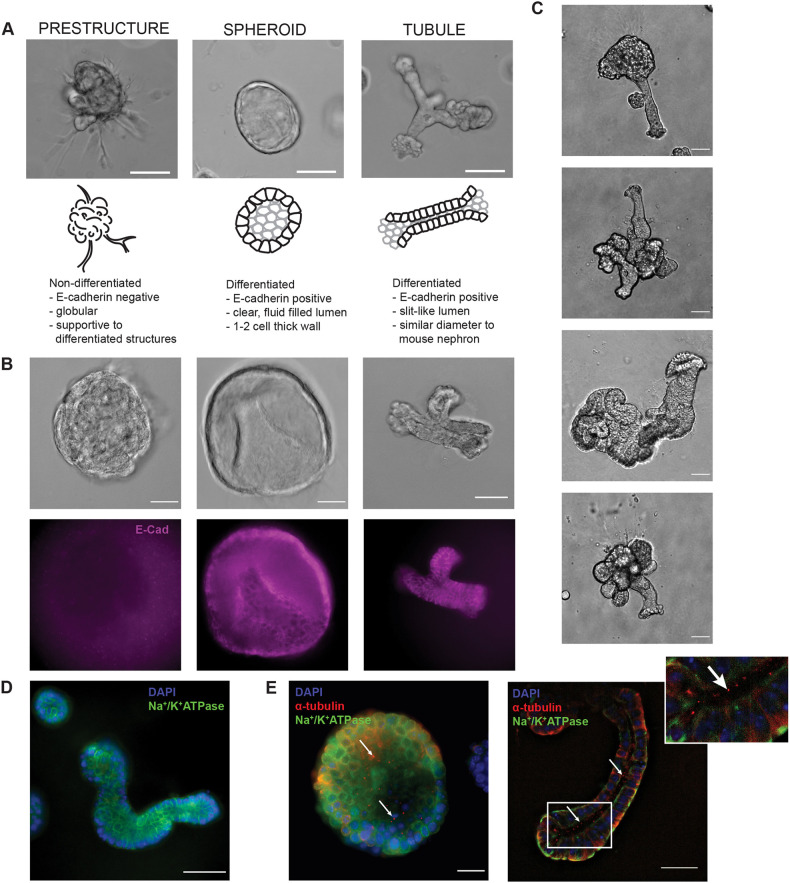
**Characterization of unique 3D structures.** (A) Representative bright-field image, schematic, and description for each class (prestructure, spheroid, and tubule) of organoid structures. Scale bars: 100 μm. (B) Bright-field images and corresponding immunofluorescence staining for E-cadherin (purple) in non-differentiated (E-cadherin negative; prestructures) and differentiated (E-cadherin positive; spheroids and tubules) structures. Scale bars: 50 μm. (C) Representative bright-field images of tubule development in the culture model. Tubules are often part of more complex 3D structures, including the globular, supportive prestructures. Scale bars: 25 μm. (D) Differentiated tubule structures demonstrate basolateral localization of Na^+^/K^+^-ATPase (green). Nuclei are stained with DAPI (blue). Scale bar: 50 μm. (E) Spheroids and tubules additionally demonstrate primary cilia, as indicated by acetyl-α-tubulin (red) puncta on the apical membrane. Basolateral Na^+^/K^+^-ATPase (green) and nuclear DAPI staining (blue) are also shown. Arrows indicate cilia, positively stained by acetyl-α-tubulin. Scale bars: 25 μm.

### Using GDNF to promote epithelial development and drive formation of collecting-duct-like tubuloids

We sought to increase the yield of tubules by taking advantage of the inherent plasticity of the system and presence of progenitor cells found in the still developing postnatal kidney, as evidenced by the expression of *Six2* [1.34 mRNA transcripts per million, *n*=4 independent tubuloid populations (data not shown); adult mouse kidney does not express *Six2* (Maglott et al., 2005)]. 

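*Six2*, listed in the deposited tables as the transcript NM_011380, lies on chromosome 17 of the mouse genome build GRCm38 from 85662736 to 85688254 and encodes a transcription factor of nephron progenitor cells. In the RNA-Seq libraries of the 4 control tubuloid cultures, which received no GDNF, its level in the authors' length-normalized transcript abundance (TPM) was 1.34 ± 0.506 (SD, n = 4 cultures). The values were 1.59 TPM in control culture 3, 1.91 TPM in culture 7, 1.09 TPM in culture 14 and 0.771 TPM in culture 21, and rested on 207, 240, 134 and 79 counts, respectively. With each control culture left out in turn, the mean stayed between 1.15 and 1.53 TPM. When TPM was rescaled over one transcript per gene, the mean was 1.97 TPM. Both alternatives were chosen after seeing the data. In the 4 cultures that received the GDNF pulse, *Six2* was at 2.76 ± 1.49 TPM (SD, n = 4). The difference from the controls, 1.42 TPM, was larger than the control SD but not than the SD of the GDNF cultures. It was not told apart from chance (exact permutation test, two-sided, p = 0.143). One GDNF culture, number 22, was at 0.547 TPM while the other GDNF cultures lay between 3.32 and 3.72 TPM.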

We treated the cultures with a 24 h pulse of exogenous glial-derived neurotrophic factor (GDNF) with continuous exposure to hepatocyte (HGF), epidermal (EGF), and fibroblast (bFGF, also known as FGF2) growth factors. GDNF is responsible for extension of the Wolffian Duct into the metanephric mesenchyme, ultimately making the GATA3-positive collecting duct system (Fig. 3A), acting through the Ret receptor and Wnt11 signaling (Majumdar et al., 2003). Reverse transcription quantitative PCR (RT-qPCR) revealed that downstream indicators of GDNF–Ret action, including *Wnt11* and *Gata3*, were significantly increased following a 24 h pulse of GDNF when compared to levels in controls (Fig. 3A). 

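Tubuloids are epithelial structures grown in Matrigel from tubule fragments of postnatal mouse kidney. The fragments came from mice that carry floxed *Pkd2* alleles, a *Pax8*-driven inducible Cre and the mTmG reporter. The results text gives the age of the mice as postnatal day 7, the methods as day 4 to 7 and the sample labels as day 7 to 10. For RNA-Seq, 4 cultures received 20 ng/ml GDNF for 24 h and 4 control cultures did not, and all were collected on culture day 7, 6 days after the pulse. Libraries were made with the SMART-Seq v4 kit with poly-A selection and sequenced as 75 bp paired-end reads on 2 flow cell lanes with 4 samples in each. The lane of each culture is named neither in the paper's text nor in the labels. The authors mapped the reads with STAR on the BasePair platform to the mouse build mm10 and deposited, for each culture, counts, FPKM and TPM of 33068 RefSeq transcripts of 24063 genes. STAR is also named for the expression counts, but the paper's text does not say how reads shared between transcripts were counted. Reads that fit several transcripts of a gene appear in each of them: of 3801 genes with several transcripts and a mean count of at least 100, 85.3% had a second transcript with at least 90% of the count of the first. The totals over transcripts therefore exceed the number of reads. They ranged from 85536401 to 97490625 per control culture (median 94321847) and from 72991721 to 93074126 per GDNF culture (median 88943231). Over one transcript per gene, they ranged from 46478955 to 62847252. The Pearson correlation between any pair of cultures across genes, on log2(CPM + 1), was between 0.967 and 0.994.
For the gene-wise comparison, the counts of a gene's transcripts were summed, genes with low counts were removed by edgeR's filterByExpr, and 16557 genes were tested with TMM normalization. The TMM factors were between 0.790 and 0.982 in the control cultures and between 1.07 and 1.11 in the GDNF cultures. The common dispersion corresponded to a coefficient of variation of 36.8% between cultures. For single genes, the authors' TPM of the transcript with the highest mean count was compared by exact permutation tests over the 70 assignments of 8 cultures to groups of 4, which cannot give a p-value under 0.0143 (one-sided) or 0.0286 (two-sided). TPM carries no correction for composition. Of 13698 genes with a mean of at least 1 TPM, 78.6% had a higher mean TPM in the GDNF cultures, with a median log2 change of 0.40, whereas the median log2 change in CPM with TMM normalization was 0.0063. *Xist* RNA was found at 12.5 TPM or more in control cultures 3 and 7 and GDNF cultures 6 and 12, while 4 Y-linked genes together reached 116 to 194 TPM in the other 4 cultures, so that each group held cultures of both kinds in equal number. Control culture 3 and GDNF culture 6 also had 1.50 and 6.46 TPM of the Y-linked genes, respectively.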

Next, we extracted structures with and without exposure to GDNF (*n*=4 cultures of each), isolated RNA, and performed RNA-Seq analysis to observe the changes in gene expression influenced by the GDNF pulse. Gene ontology (GO) term analysis demonstrated that genes critical in morphogenesis and epithelial differentiation had significantly changed expression after GDNF pulse as compared to controls (Fig. 3B; Tables S1, S2). 

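Gene ontology sets and Tables S1 and S2 were not used here, and the data below are those of single genes. At an adjusted p of 0.05, none of the genes tested differed between GDNF and control cultures by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0 genes, smallest adjusted p = 0.167). At an unadjusted p of 0.05 there were 3665 genes, 1531 higher and 2134 lower after the GDNF pulse, where an equal spread of p-values would give 828. The alternative that moved the count most at the same threshold and on the same counts was DESeq2, the tool named in the paper's methods, with 1066 genes. In simulated data with the same library sizes, edgeR recovered 10% of 200 genes changed 2-fold and 72.5% of 200 genes changed 4-fold.
Among the 10 genes with the smallest unadjusted p, 8 had a mean of at least 5 in counts scaled to library size (CPM) and no overlap between the groups in CPM with TMM normalization. Each of them had an adjusted p of 0.167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Itm2a* (chromosome X, 107397195 to 107403360, GRCm38), which encodes a membrane protein, fell from 103.3 ± 33.9 to 33.2 ± 11.5 CPM (SD, n = 4 in each group), a log2 fold change of -1.63 (standard error 0.30). *Serpinb9*, a serine protease inhibitor gene of a large family whose members could share reads, had a log2 fold change of -1.36 (standard error 0.27). The cholesterol synthesis genes *Msmo1* and *Cyp51* had log2 fold changes of -0.88 (standard error 0.15) and -0.78 (standard error 0.14), and *Smim3* one of -0.82 (standard error 0.16). *Pde2a* (chromosome 7, 101421691 to 101512829), which encodes a phosphodiesterase, rose from 47.8 ± 7.56 to 109.7 ± 40.6 CPM (SD, n = 4 in each group), a log2 fold change of 1.20 (standard error 0.24). *Kif9* and the vitamin D receptor gene *Vdr* had log2 fold changes of 1.02 (standard error 0.20) and 0.93 (standard error 0.18). The CPM of a gene sums its listed transcripts, 5 for *Pde2a* and 2 for *Kif9* but 1 for *Itm2a*, and reads they share are counted in each. The CPM levels of these genes are therefore not comparable with each other. That *Kif9*, with a mean of 5.15 CPM, reached the limit of 5 may rest on such repeated counts.

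**Figure D1:**
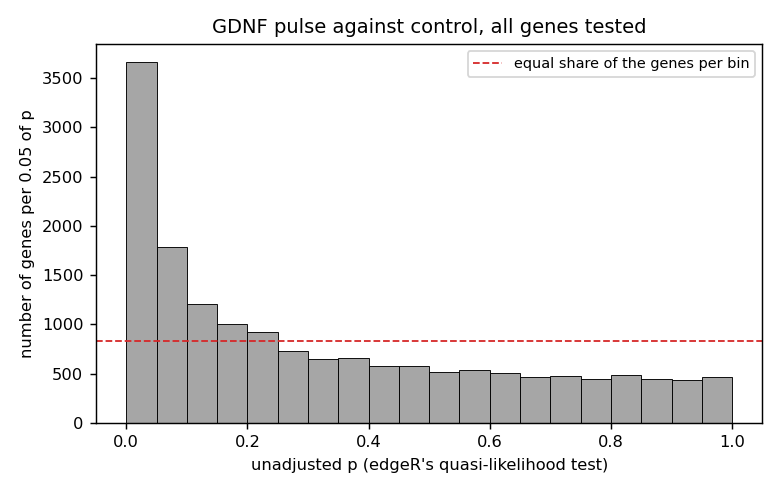
Unadjusted p-values of edgeR's quasi-likelihood test for the 16557 genes tested, GDNF pulse against control (n = 4 cultures each). Bars give the number of genes per 0.05 of p, the dashed line marks an equal share of the genes per bin, and the first bar holds 3665 genes.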

We hypothesized that the addition of a GDNF pulse would drive a collecting duct phenotype in our tubuloid cultures. However, tubuloids did not seem to exhibit mature collecting duct markers, such as *Fxyd4*,* Aqp2*, and *Avpr2* (Chen et al., 2017). 

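The 3 markers were compared in TPM. *Fxyd4* (chromosome 6, 117933558 to 117937714, GRCm38) encodes a regulator of Na,K-ATPase. It was at 13.6 ± 8.36 TPM in control cultures and 28.1 ± 28.3 TPM in GDNF cultures (SD, n = 4 in each group), and the difference was within the spread between cultures (exact permutation test, two-sided, p = 0.400). The GDNF cultures ranged from 8.59 TPM in culture 17 to 69.3 TPM in culture 6. *Aqp2* (chromosome 15, 99579056 to 99584545), the vasopressin-regulated water channel gene, had between 0 and 8 counts in the control cultures. It had 25 counts (0.356 TPM) in GDNF culture 6, 3 counts in GDNF culture 22 and 0 in GDNF cultures 12 and 17. At the depth of these libraries, 3 counts of *Aqp2* correspond to 0.0342 to 0.0555 TPM, a floor that covers counting error only. The mean was 0.0442 ± 0.0390 TPM in controls and 0.103 ± 0.171 TPM after the pulse (SD, n = 4 in each group; exact permutation test, two-sided, p = 0.800). *Avpr2* (chromosome X, 73891765 to 73894428), the vasopressin receptor gene, was at 1.86 ± 1.45 TPM in controls and 2.33 ± 1.84 TPM after the pulse (SD, n = 4 in each group; exact permutation test, two-sided, p = 0.714). In CPM with TMM normalization the mean of *Avpr2* was lower after the pulse, by -0.625 CPM. Both *Fxyd4* and *Avpr2* were higher in every culture with *Xist* RNA (at least 19.8 and 2.55 TPM, respectively) than in every culture with Y-linked RNA (at most 10.3 and 0.969 TPM). Within each of these kinds of culture, the mean TPM of *Fxyd4* and of *Avpr2* was higher after the pulse, by 26.1 and 0.811 TPM in the cultures with *Xist* and by 3.04 and 0.124 TPM in the others (2 cultures per group in each). With permutations only within each kind of culture, a test chosen after seeing the data, p was 0.0556 for *Fxyd4* and 0.444 for *Avpr2* (exact, two-sided, 36 assignments), and 0.0556 is the smallest value these allow. In TPM, every GDNF culture was above every control of its kind for *Fxyd4*. In CPM with TMM normalization this was not so, and the exact two-sided p for *Fxyd4* was 0.714 over all 70 assignments and 0.667 over the 36 within the kinds of culture (n = 4 in each group).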

Next, we sought to establish whether the tubuloids might be collecting duct precursors by determining whether there was upregulation of collecting duct-specific transcription factors following GDNF pulse. Indeed, we found that 10 out of 12 principal cell-specific transcription factors were upregulated in GDNF tubuloids (Fig. 3C; Table S3; *n*=4, one-tailed Student's *t*-test, *P*≤0.05) (Chen et al., 2017). 

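Of the 12 factors, 11 are given here one at a time, tested with the direction the paper used. By a one-sided exact permutation test on TPM at p of 0.05, 6 of these 11 factors were higher in GDNF cultures than in controls (n = 4 in each group): *Irf1*, *Irf9*, *Nfia*, *Maf*, *Nfix* and *Glis2*. The mean TPM of *Gata3*, *Ehf*, *Grhl2* and *Tfap2b* was also higher, without passing that threshold, and that of *Tsc22d3* was lower. After Benjamini-Hochberg adjustment over the 12 factors, 0 passed, and with the two-sided test 1 did, *Nfix*. The alternatives that moved the count most left 0 factors: among them were CPM with TMM normalization in place of TPM, and DESeq2 or edgeR with adjustment over all genes. In CPM, 10 of the 11 factors still had a higher mean after the pulse. Taken as one set, all 12 factors rose by 0.27 on the log2 scale in CPM with TMM normalization (one-sided exact permutation test, p = 0.143, n = 4 in each group). The rise was 0.29 in the cultures with *Xist* RNA and 0.26 in those with Y-linked RNA, with 2 cultures per group in each.

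**Figure D2:**
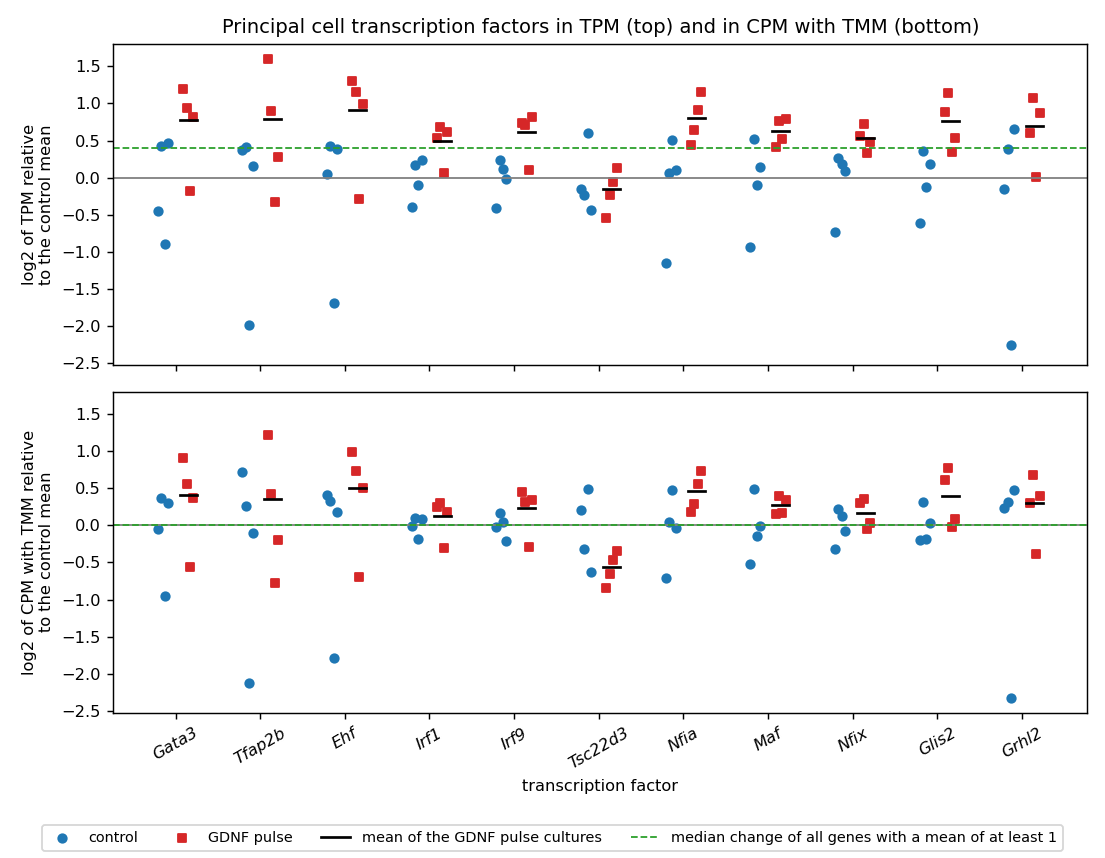
Level of 11 of the factors in each control culture (circles) and each GDNF culture (squares), as log2 relative to the control mean, in TPM (top) and in CPM with TMM normalization (bottom). Black bars are the mean of the 4 GDNF cultures, and the dashed line is the median log2 change of all genes with a mean of at least 1, which is 0.40 in TPM and 0.0063 in CPM. Only *Nfix* has all 4 GDNF cultures above all controls in TPM.

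The paper asked whether the tubuloids might be collecting duct precursors by looking for a rise of these factors, compared them factor by factor with a one-tailed test (Fig. 3C), and states that most were upregulated. It also reports a rise of *Gata3* and *Wnt11* by RT-qPCR, and takes DBA staining of the tubuloids to reinforce the result for the factors. Those experiments were not analysed here.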

Activation of these gene networks by the GDNF pulse appears to significantly speed up the process of structural differentiation, resulting in differentiated tubuloid structures in 3 days (Fig. 3D). Consistent with the gene expression analysis, we also observed significant increases in total number of differentiated structures (two-tailed Student's *t*-test, *P*=0.0102; *n*=574 control structures, three tubuloid preparations and three mice; *n*=526 structures, three tubuloid preparations and three mice for +GDNF) and proportion of differentiated tubuloids that are the desired tubule shape (two-tailed Student's *t*-test, *P*=0.0091; *n*=574 structures and three tubuloid preparations and three mice for control; *n*=526 structures and three tubuloid preparations and three mice for +GDNF) (Fig. 3H). Differentiated structures were considered to be either spheroids or tubules according to the descriptions in Fig. 2A (see Materials and Methods for more details). Finally, we also evaluated the effects of GDNF exposure duration and found that durations longer than the 24 h pulse, including continuous exposure, did not produce any difference in the yield of tubules (*P*=0.2037). Employment of an automated stage setup for image acquisition allowed tracking of individual structures through development in a similar plane of focus (Fig. 3E). Using this method, we tracked structures following the GDNF pulse and found they demonstrated tightly organized junctions (as indicated by expression of tight junction protein ZO-1) and stained positively for the collecting duct and principal cell marker DBA (*Dolichos biflorus* agglutinin; Fig. 3F,G). DBA-positive staining of differentiated tubuloids in our system reinforced the upregulation of principal cell-specific transcription factors (Fig. 3C) (Chen et al., 2017; Labarca et al., 2015; Murata et al., 1983).

**Fig. 3.**
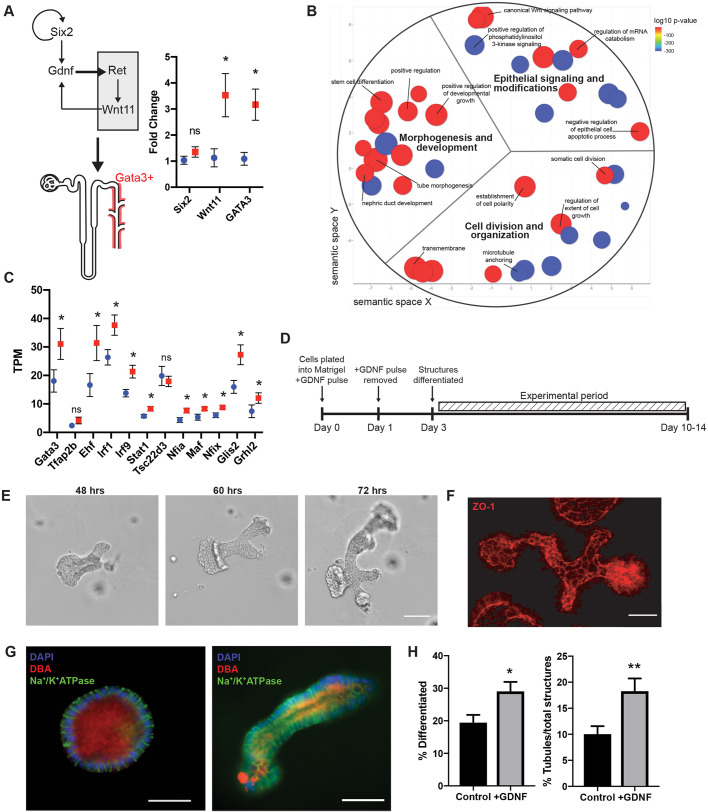
**Effect of GDNF on organoid differentiation.** (A) Schematic of the GDNF–Ret signaling axis that drives formation of the collecting duct system. Relative mRNA fold change between control (*n*=4 cultures for each group, blue circle) and GDNF pulse (*n*=4 cultures for each group, red square) organoids for the stem cell marker, *Six2* (*P*=0.2854, two-tailed Student's *t*-test), and the downstream GDNF effectors *Wnt11* and *Gata3* (*Wnt 11*, *P*=0.0367; *Gata3*, *P*=0.0184; two-tailed Student's *t*-test). Data shown are mean±s.e.m. (B) ReviGO representation of significantly changed (nominal *P*<0.05) GO terms in GDNF pulsed organoids [*n*=4 cultures, dot size=log_10_ frequency (percentage of genes annotated) with that GO term (Supek et al., 2011), dot color=log_10_ *P*-value]. (C) Principal cell-specific transcription factors are significantly upregulated in GDNF pulsed tubuloids (*n*=4 cultures for each group, red square) when compared to controls (*n*=4 cultures for each group, blue circle). Significant upregulation of *Gata3* (*P*=0.0499), *Ehf* (*P*=0.0455), *Irf1*(*P*=0.0225), *Irf9* (*P*=0.0132), *Stat1* (*P*=0.0220), *Nfia* (*P*=0.0168), *Maf* (*P*=0.0239), *Nfix* (*P*=0.0171), *Glis2* (*P*=0.0175), and *Grhl2* (*P*=0.0789) determined by one-tailed Student's *t*-test. Data shown are mean±s.e.m. (D) Schematic experimental paradigm for the GDNF pulse. (E) Morphometry tracking of tubuloids. Representative bright-field images of tracked tubule bifurcation events from 48 h to 72 h post-plating. Scale bar: 100 μm. (F) 3D SIM reconstruction of ZO-1 (red) to demonstrate junctional organization in tubuloid structures. Scale bars: 25 μm. (G) Immunofluorescence images of a differentiated spheroid and tubule positive for collecting duct marker, DBA (red) with basolateral Na^+^/K^+^-ATPase (green) and DAPI (blue). Scale bars: 50 μm. (H) Quantification of structure classification in bright-field images taken with 4× objective magnification reveals that the addition of GDNF yields more differentiated structures (*P*=0.0102; two-tailed Student's *t*-test) that are tubules (*P*=0.0091; two-tailed Student's *t*-test.) when compared to control. Data shown are mean±s.e.m. *n*=574 structures, three tubuloid preparations and three mice for control and *n*=526 structures, three tubuloid preparations and three mice for +GDNF. **P≤0.01; *P≤0.05; ns, not significant.

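In the authors' TPM of the most abundant transcript, *Nfix* (chromosome 8, 84704712 to 84801238, GRCm38) was at 4.81 ± 1.30 in controls and 6.96 ± 0.791 after the GDNF pulse (SD, n = 4 cultures in each group), with every GDNF culture above every control (one-sided exact permutation test, p = 0.0143). *Nfia* (chromosome 4, 97578066 to 98118876) rose from 2.93 ± 1.18 to 5.14 ± 1.12 TPM and *Glis2* (chromosome 16, 4594320 to 4625141) from 10.7 ± 2.93 to 18.0 ± 4.42 TPM (SD, n = 4; p = 0.0286 for each by the same exact test). *Irf1* (chromosome 11, 53770014 to 53778374) rose from 26.2 ± 5.01 to 37.0 ± 6.62 TPM, *Irf9* (chromosome 14, 55603985 to 55610030) from 9.65 ± 1.76 to 14.8 ± 3.01 TPM and *Maf* (chromosome 8, 115703253 to 115706894) from 3.56 ± 1.36 to 5.50 ± 0.688 TPM (SD, n = 4; p = 0.0429 for each by the same exact test). *Gata3* (chromosome 2, 9857078 to 9887953) was at 12.0 ± 5.14 TPM in controls and 20.6 ± 7.15 TPM after the pulse, and *Ehf* (chromosome 2, 103263431 to 103303275) at 11.1 ± 5.31 and 20.8 ± 8.06 TPM (SD, n = 4; p = 0.0571 for each by the same exact test). *Grhl2* (chromosome 15, 37232821 to 37363569) was at 4.93 ± 2.94 TPM in controls and 7.97 ± 2.33 TPM after the pulse (SD, n = 4; same exact test, p = 0.0857). *Tfap2b* (chromosome 1, 19208908 to 19238845) was at 1.56 ± 0.790 and 2.69 ± 1.52 TPM (SD, n = 4; same exact test, p = 0.129), and *Tsc22d3* (chromosome X, 140539528 to 140600522) at 17.4 ± 6.03 and 15.6 ± 3.05 TPM (SD, n = 4; same exact test for a rise, p = 0.643). In the comparison of all genes, the log2 fold changes of these 11 factors lay between -0.56 (*Tsc22d3*) and 0.50 (*Ehf*), and the smallest adjusted p among them was 0.208 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After a correction for transcript length and GC content, chosen after seeing the data, the log2 fold changes of *Tfap2b* and *Nfix* were -0.0152 and -0.25, respectively.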

### Tracking and assessing polycystin inactivation in doxycycline-treated organoids

To test the model as a potential assay for studying cystogenesis as caused by ADPKD, kidney cells from an inducible genetic mouse model of *Pkd2* inactivation (*Pkd2^fl/fl^ Pax8rtTA TetOCre +mTmG*) were employed (cells from a *Pkd1^fl/fl^* *Pax8rtTA TetOCre +mTmG* mouse models also work; Fig. S1). In this system, a tetracycline transactivator is driven by a renal-epithelia-specific *Pax8* promoter. When doxycycline, a tetracycline derivative, is added to the culture, a responsive Cre recombinase cleaves the floxed *Pkd2* gene and results in a change from red to green fluorescence due to a double fluorescent membrane reporter (mTmG) (Fig. 4A). The action of the Cre recombinase was restricted to epithelial (E-cadherin-positive) cells in culture due to the *Pax8* promoter (Fig. 4B), with prestructures not responding to the addition of doxycycline. When tubuloids were recovered from the Matrigel sandwich following doxycycline treatment, there was a significant decrease in PC2 protein abundance as assessed by western blotting (Fig. 4C; Fig. S2A–C; two-tailed Student's *t*-test, *P*=0.0420; *n*=3 tubuloid preparations from individual animals). However, PC2 was still detectable, and red cells (presumably wild type) were observed in differentiated structures (Fig. 4C,D). To confirm the correlation between Cre activation, mTmG conversion, *Pkd2* inactivation, and loss of PC2, we used fluorescent activated cell sorting. We found the abundance of PC2 in green fluorescing cells was significantly less than in red fluorescing cells, establishing our use of the color change as a marker for *Pkd2* expression (Fig. 4D; Fig. S2D–F; two-tailed Student's *t*-test, *P*=0.0336; *n*=1.58×10^6^ cells for GFP+ and 213,000 cells for GFP−).

**Fig. 4.**
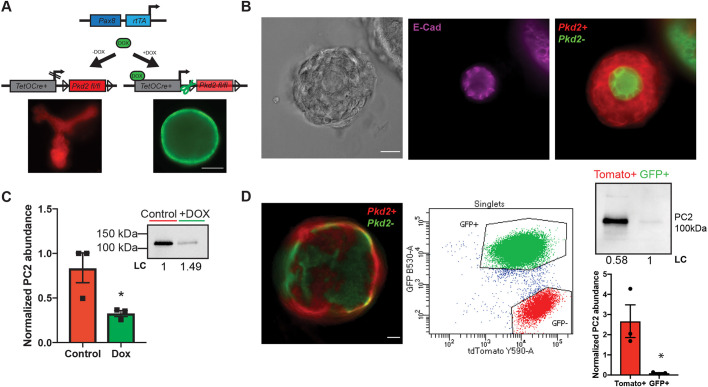
**Addition of doxycycline results in inactivation of *Pkd2* in 3D culture.** (A) Schematic of genetics for inducible Cre model system used for *Pkd2* inactivation. Representative images show structures expressing the mTmG reporter with (right, green) and without (left, red) addition of doxycycline (DOX) to induce *Pkd2* inactivation. Scale bar: 100 μm. (B) Bright-field and immunofluorescence images demonstrating that epithelial cells (E-cadherin positive, purple) respond to doxycycline (*Pkd2+*, red; *Pkd2−*, green). Scale bar: 25 μm. (C) Western blot and quantification for PC2 abundance, normalized to total loaded protein (LC). Data shown are mean±s.e.m. *n*=3 tubuloid preparations from individual animals. *P*=0.0420 (two-tailed Student's *t*-test). (D) Fluorescence image showing heterogenous inactivation of *Pkd2^fl/fl^* via the double membrane reporter mTmG, with *Pkd2*+ cells shown in red and *Pkd2*− cells in green. Fluorescence activated single cell sorting (*n*=1.58×10^6^ cells for GFP+ and 213,000 cells for GFP−) of *Pkd2^fl/fl^* *Pax8rtTA TetOCre +mTmG* primary cells following treatment with doxycycline. Western blotting confirms a significant decrease in PC2 abundance in green fluorescing cells, normalized to total loaded protein (LC). Data shown are mean±s.e.m. *P*=0.0336 (two-tailed Student's *t*-test). Scale bar: 50 μm. *P≤0.05.

We tracked individual tubuloid structures after the inactivation of *Pkd2* and compared them to DMSO-treated or control structures following the same timeline (Fig. 5A,B). We described and quantified morphological changes of individual structures before and after treatment with doxycycline or DMSO by applying a metric of spherical agreement, which assesses whether individual structures become more spheroid and cyst-like (Fig. 5C). Spherical agreement was determined by finding the difference between spherical-like area of each structure (area=2πr^2^) and the actual area (see more detail in Materials and Methods). We found the individually tracked tubuloids exposed to the doxycycline treatment demonstrated an increase in spherical agreement, becoming more cystic in 72 h (*n*=20 differentiated structures, *P*=0.0072, before and after paired *t*-test) (Fig. 5C). Structures treated with DMSO did not significantly change over the same 72 h period (*n*=20 differentiated structures, *P*=0.1746, before and after paired *t*-test). Interestingly, we did not see a doxycycline-dependent change in tubuloid structure size (*P*=0.1255; data not shown), suggesting that the morphological changes observed with doxycycline treatment were independent and precede expected increases in proliferation rate with polycystin loss. We additionally evaluated expression of 11 known epithelial proliferation marker genes and did not find any significant changes following doxycycline treatment when compared to expression in DMSO-treated control tubuloids (Fig. S3, Table S4) (Shehata et al., 2018; Combes et al., 2019; Dudderidge et al., 2005; Yamaguchi et al., 2006). These results demonstrated that the inactivation of *Pkd2* drives a morphological, rather than a proliferative, change in this tubuloid model system at the time points observed.

**Fig. 5.**
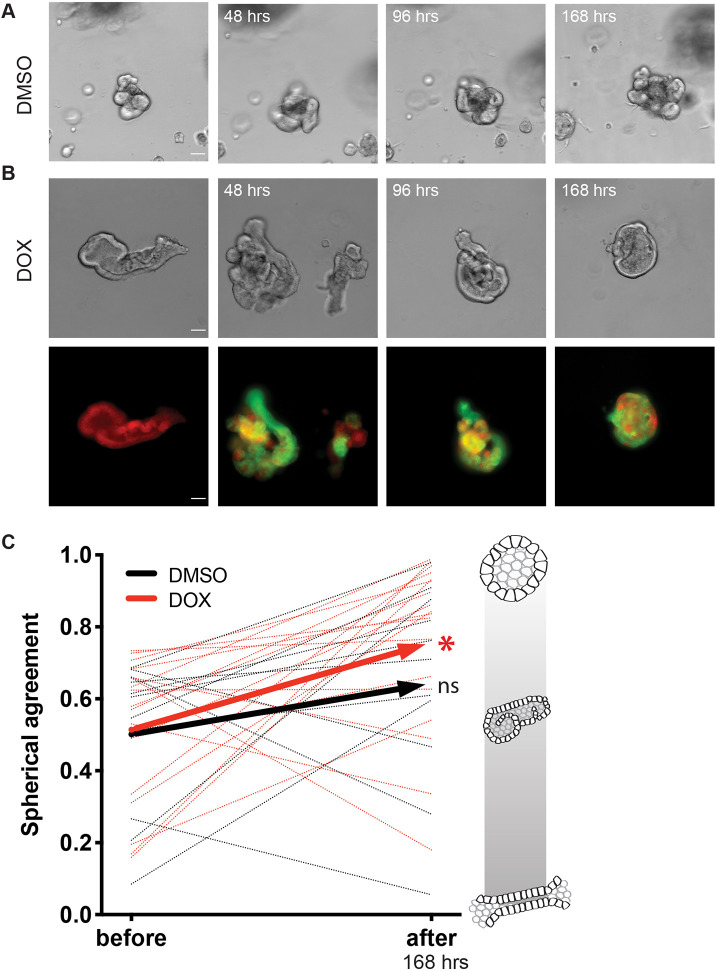
**Loss of Pkd2 changes tubuloid morphology.** (A) Bright-field images of a tracked control tubuloid before and after the addition of DMSO at 48, 96, and 168 h timepoints. (B) Bright-field tracking with corresponding fluorescence of +mTmG reporter following morphometrical changes before addition of doxycycline and at 48, 96, and 168 h timepoints post doxycycline (DOX) treatment. (C) Tubuloids treated with doxycycline demonstrate a significant (*P≤0.01) increase in spherical agreement, or spheroid likeness, when comparing morphometry before and after inactivation of *Pkd2* (*n*=20 differentiated structures, red dotted lines; two-tailed *P*=0.0072, before and after paired *t*-test). Control structures (DMSO) do not significantly change over the same 168 h timecourse (*n*=20 differentiated structures, black dotted lines; two-tailed *P*=0.1746, before and after paired *t*-test). Average of doxycycline-treated (red) and DMSO-treated (black) tubules change in spherical agreement represented by solid lines. Scale of spherical agreement is shown with schematic renderings of tubule (0) to spheroid (1). Scale bar: 50 μm.

### The 3D tubule system integrates relevant PKD matrix genes

To better asses the utility of the 3D tubule system, we next characterized gene expression changes after *Pkd2* knockout. We recovered tubuloid structures 2 days following treatments with either doxycycline or DMSO (*n*=4 cultures for each group), isolated RNA, and performed an RNA-Seq analysis. Surprisingly, we found only a small number of genes (35) had differentially altered expression following treatment with doxycycline and loss of *Pkd2* (adjusted *P*=0.05; 1.5-fold change up or down) (Fig. 6A,B; Table S5). Among these 35 differentially expressed genes were many whose protein products localize and function in the junctions and extracellular matrix of epithelial cells (red boxes, Fig. 6B). Many of the proteins associated with these differentially expressed genes have been implicated in cystic phenotypes, or as potential interactors with the polycystins (Fig. 6C; Table S6). One such gene is *Tns1*, which codes for the integrin adapter protein tensin-1 (Table S6). Previously, it has been shown that knock out of *Tns1* in mice produces cysts in the kidney (Lo et al., 1997), and tensin-1 interacts with nephrocystin-1 (NPHP1) (Benzing et al., 2001). We explored alterations in tensin-1 protein abundance in human kidney cysts from ADPKD patients and found an almost complete depletion of the tensin-1 protein in the cystic tissue as compared to levels in normal human kidney tissue (Fig. 6D; Fig. S4; *n*=4 control samples and *n*=5 ADPKD cysts). Taken together, these findings demonstrate the power of this system to better understand both the normal role of the polycystins in tubulogenesis, and their pathogenic role in cystogenesis. Furthermore, this proof of principle study strongly suggests that this tubuloid system could similarly provide insights into other genetic diseases of the epithelium.

**Fig. 6.**
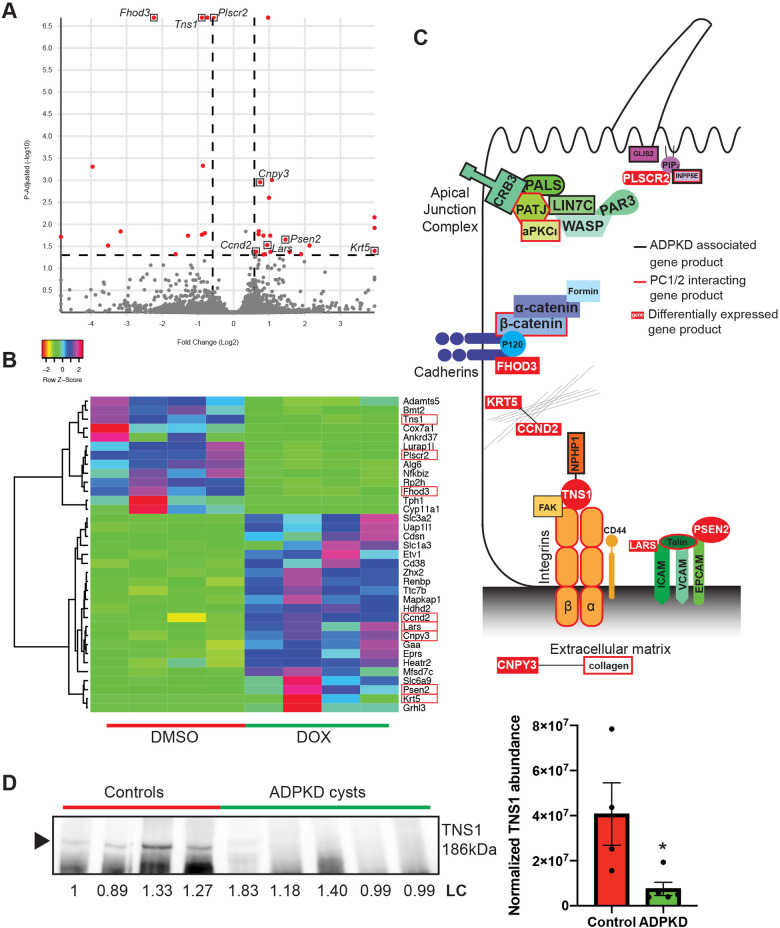
**Differentially expressed ADPKD related genes.** (A) Volcano plot representing differentially expressed genes (red) in doxycycline-treated organoids (*Pkd2-*) with adjusted *P*≤0.05 and fold change ≥1.5 (*n*=4 cultures for each group). (B) Heatmap showing directionality of expression for significantly (adjusted *P*≤0.05) altered genes in doxycycline-treated organoids compared to controls. Genes involved in junctions and the matrix are highlighted with red boxes. (C) Schematic of proteins that have been reported as ADPKD associated (black outline) or reported/predicted to interact with PC1 or PC2 (red outline). Proteins encoded by differentially expressed genes are shown in relationship to the other complexes and highlighted by white text in a red box. (D) Western blotting reveals a significant decrease in tensin-1 (TNS1) in human male ADPKD cysts (*n*=5 cysts) compared to normal human male kidneys (*n*=4 control samples), normalized to total loaded protein (LC). Arrowhead indicates the TNS1 band. Data shown are mean±s.e.m. *P*=0.0340 (two-tailed Student's *t*-test). *P≤0.05.

## DISCUSSION

The development of epithelial tubules is driven by mechanisms dependent on the polarity of cells (Bernascone et al., 2017). This orientation, and therefore promotion of relevant epithelial organization *in vitro*, is dependent on the interactions between neighboring cells as well as the extracellular matrix (Iruela-Arispe and Beitel, 2013; Bernascone et al., 2017). These adhesive interactions drive the establishment of polarity and eventually the organization of the lumen; the cell division machinery continues to integrate these signals to maintain appropriate orientation of the structure during proliferation (Iruela-Arispe and Beitel, 2013). The players that define these interactions include proteins and complexes that interact with the junctions and integrins of epithelial cells. The formation of cysts in renal tubules, as occurs in ADPKD, ARPKD, and nephronophthisis, is a pathological disruption of tubulogenesis, and it has been demonstrated previously that changes to planar cell polarity result in dilation of tubules (Bernascone et al., 2017). To understand precisely the proteins and genes essential for maintenance of tubules, as well as the disruption of tubulogenesis associated with cystogenic diseases, there needed to be a new 3D culture system that could mimic the interaction between tubules, extracellular matrix, and perturbations occurring after acute genetic alterations.

Here, we have focused on the most common cystic kidney disease, ADPKD, to illustrate the benefits of our new tubuloid system. Previously, the polycystins have been implicated in epithelial differentiation and establishment of tubules (Boletta, 2003; Boletta et al., 2000; Grimm et al., 2006). Furthermore, polycystins have a noted relationship with the microenvironment (Cruz et al., 2017; Drummond, 2011), but there is not a current model system to determine the immediacy of these changes in response to the loss of gene function in relevant epithelial structures. Although decades of work have led to exciting advances in our understanding of disease pathology and the first FDA-approved treatments, the initiating mechanisms underlying progressive cystogenesis remain undefined in renal epithelial cells (Dixon and Woodward, 2018; Torres and Harris, 2019; Brill and Ehrlich, 2020). Dissecting the complicated pathogenesis of PKD into distinct phases in an isolated tubuloid structure might allow more accurate targeting of therapeutic development and was an obvious unmet need that drove our development of a new model system.

Loss-of-function mutations in either *PKD1* or *PKD2* are associated with downstream changes, including increased proliferation, changes in apicobasolateral organization, alterations in cell–matrix interactions, and fluid secretion and accumulation (Terryn et al., 2011; Drummond, 2011; Cornec-Le Gall et al., 2019). Unfortunately, understanding how the many different pathways and morphological changes are related has remained intractable (Antignac et al., 2015; Torres and Harris, 2014; Bergmann et al., 2018). Animal models that produce the most physiologically relevant tools for recapitulating ADPKD and other cystic diseases (Dukes et al., 2011; Arthur, 2000) reflect this complexity, making teasing out temporal sequence or distinct linearity in progression difficult. *In vitro* models, if not built for a specific question, also present levels of complexity that obscure important initiating steps in cystogenesis, either from clonal variation, inappropriate substrates, or heterogenous segmental origin. Specifically, recent advancements in iPSC-derived kidney organoids often fail to model pathology of human disease because of their early developmental kidney phenotypes (Takasato et al., 2015; Forbes et al., 2018). Additionally, previously published renal organoid systems require weeks to display renal cell phenotypes (Morizane et al., 2015; Takasato et al., 2016). The extended culture times necessary for these experiments require replacement of the synthetic basement membrane or matrix for structures in 3D culture to establish a mature phenotype (Freedman et al., 2015), making tracking structures through time impossible. Ultimately, these limitations have resulted in a failure to fully understand the immediate downstream consequences of the loss of *PKD* gene expression.

To overcome these limitations, we have designed a new *in vitro* model system that improves on previous 3D *in vitro* models to specifically address the mechanisms of cystogenesis (Thatava et al., 2011; Freedman et al., 2013; Hofherr and Köttgen, 2013; Cruz et al., 2017). Our model system makes four critical improvements: (1) the use of primary mouse tubule fragments from whole kidney, (2) application of a Matrigel sandwich plating method to enhance tubuloid formation and visualization, (3) addition of glial-derived neurotrophic factor for rapid differentiation of tubuloids with upregulated collecting duct associated signaling pathways, and (4) the use of material from any extant mouse model, including those engineered with inducible technology. These innovations pragmatically increase experimental efficiencies for studying the key elements in cystogenesis: allowing tracking of morphology, protein abundance, and gene expression. First, we used primary tubule fragments as our starting material, which differentiate into mature tubuloids in ∼3 days. This allows further genetic inactivation and tracking for up to 14 days in the original matrix. Second, the use of a sandwich plating method, providing tubuloids with increased access to nutrients and oxygen, rapidly sped up tubuloid growth. This technique also positions the structures in a similar focal plane in the matrix, allowing for better visualization as well as tracking and imaging of the tubuloid structures. A third innovation was to drive the development of tubuloids towards a discrete segmental phenotype. Many of the stem cell-derived organoids mentioned previously contain various nephron segments and cell types (Takasato et al., 2015). This complexity, however, can confound the interpretation of experimental results. Thus, we used a GDNF pulse, to speed the tubuloid development and to drive the upregulation of collecting duct associated transcription factors in tubuloids. In development, GDNF is a key factor in the initiation of the Wolffian duct, which eventually becomes the collecting duct (Majumdar et al., 2003). As expected, expression of key players (*Wnt11*, *Gata3*) in the GDNF signaling pathway was significantly increased in our culture system following the exogenous pulse of GDNF (Majumdar et al., 2003; Grote et al., 2006). 

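The gene ontology terms were not recomputed, and the data here are those of lists of marker genes compiled for the comparison. The 16 genes of the nephric duct and ureteric bud list had a mean log2 change of 0.37 in CPM with TMM normalization between 4 GDNF and 4 control cultures, which was within the spread between cultures (exact permutation test, two-sided, p = 0.400; 0.943 after Benjamini-Hochberg adjustment over 17 lists). The mean was higher after the pulse for 15 of the 16 genes. *Lhx1* (chromosome 11, 84517975 to 84525534, GRCm38) had a log2 fold change of 0.92 (standard error 0.37), and *Gfra1* (chromosome 19, 58235581 to 58455946), the gene of the GDNF co-receptor, one of 0.57 (standard error 0.21). Their adjusted p-values were 0.199 and 0.183 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Wnt7b* was the member that was lower, with a log2 fold change of -0.93 (standard error 0.58, adjusted p = 0.361 by edgeR's quasi-likelihood test). The 6 genes used of the nephron progenitor list had a mean log2 change of 0.25 (exact permutation test, two-sided, p = 0.314; adjusted 0.891). The epithelial list of 17 genes, which includes *Cdh1*, *Epcam* and the keratin genes *Krt8* and *Krt18*, had a mean log2 change of -0.35 (exact permutation test, two-sided, p = 0.571; adjusted 0.943). With each culture left out in turn, the nephric duct and ureteric bud score lay between 0.11 and 0.54. The epithelial score then lay between -0.89 and -0.041. Genes of epithelial apoptosis were not analysed as a list.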

Gene expression pathways involved in the development of the nephric duct, as well as in the differentiation of the resident stem cell population and negative regulation of epithelial cell apoptotic processes, were all significantly upregulated following a pulse of GDNF (Fig. 3B). We found that the resulting tubuloids expressed collecting duct and principal cell marker (DBA), and lacked proximal markers [LTL, ABCG2 (data not shown)] (Patel and Dressler, 2013). We were unable to more specifically define subpopulations of tubuloids by protein expression and localization due to the inability of some antibodies for mature segment markers to penetrate the Matrigel sandwich for immunofluorescence (e.g. AQP2, NKCC1, V-ATPase). Careful gene expression analysis, unencumbered by the Matrigel, with further exploration of the growth factor cocktail components and exposure, as well as implementation of additional differentiation methods, might provide critical insight into producing a more fully characterized tubuloid segmental phenotype.

Application of this new system to study acute changes in cell biology following the temporally controlled inactivation of *Pkd2* and loss of PC2 protein provided significant insight into the initiating steps of cystogenesis. We employed tubule fragments from mice with a floxed *Pkd2* gene, inducible Cre, and mTmG reporter system. We took advantage of the ability to track structures by characterizing morphological, protein, and gene expression changes after the inactivation of *Pkd2*. The development of our spherical agreement analysis for morphometry presented a quantitative method to assess acute changes in tubuloid structure following *Pkd2* inactivation. This metric provided critical proof of principle that the model could produce pathogenic cysts, not just nonpathogenic spheroids. This analysis also provided evidence that the loss of *Pkd2* did not accelerate the rate of tubuloid growth, but only altered the morphology, demonstrating a distinct separation in morphological changes from the well characterized and apparent subsequent increases in proliferation (Hanaoka and Guggino, 2000; Grimm et al., 2006). We took advantage of the discrete morphological changes to learn more about the genes responsible for the initiation of cystogenesis. Interestingly, RNA-Seq analysis of differential message levels after *Pkd2* inactivation revealed changes in epithelial pathways that alter matrix and junctional genes that have been previously associated or implicated with the polycystins or cystic disease (Fig. 6C). 

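The genes that DESeq2 called between 4 GDNF and 4 control cultures at an adjusted p of 0.05 were mostly lower after the GDNF pulse, with 906 lower and 160 higher. In edgeR at an unadjusted p of 0.05, the balance depended on the composition correction, with 1531 genes higher and 2134 lower with TMM normalization and 3299 higher and 850 lower with library size only. DESeq2 was not run with library size only. The median absolute log2 fold change of the genes called by DESeq2 was 0.67, and 869 of them changed at least 1.5-fold. For 821 of them, the groups did not overlap in CPM with TMM normalization. Among the genes tested with edgeR, 2198 (13.3%) had no such overlap, where chance gives 2.86% for 4 cultures against 4. At an adjusted p of 0.1, the alpha value in the paper's statistics section, DESeq2 called 2315 genes and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0, against 3665 genes at an unadjusted p of 0.05 in edgeR. All of the genes called by DESeq2 at 0.05 had an unadjusted p of 0.05 or less and the same direction in edgeR. In simulated data with 200 genes changed 2-fold, 31.2% of the 128 genes called by DESeq2 had not been changed, compared with 9.1% of 22 for edgeR. DESeq2 recovered 44% of the changed genes there, and edgeR 10%. These shares rest on few calls, and fewer genes were changed there than DESeq2 called in the cultures. The share of false calls among the genes called in the cultures can therefore not be read from them. The *Pkd2* inactivation experiment was not analysed here.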

Of note was the small number of genes with altered expression after doxycycline treatment and *Pkd2* loss, especially in contrast to the hundreds of differentially expressed genes following our GDNF pulse. It is possible we captured a stage of alteration after *Pkd2* loss that was restricted to the initiating stages of cystogenesis, where gene expression of only a small subset of key structural proteins are altered. We hypothesize that these morphological changes in turn will activate pathways that will increase cell proliferation and alter cell metabolism, cumulative changes captured in previous gene expression studies *in vivo* and other 2D cell models (Podrini et al., 2018; Menezes et al., 2012; de Almeida et al., 2016). The probable dissection of temporal stages in cystogenesis was the impetus for development of this new tubuloid system, and as demonstrated for ADPKD, the system might reveal key insights for other renal cystic diseases as well.

To further validate our approach and the findings from the RNA-Seq analysis of this new *in vitro* model, we investigated the changes in protein abundance of tensin-1, a gene significantly downregulated (*Tns1*, adjusted *P*=0.0000213), in human tissue. TNS1 was implicated in cystic kidney diseases by TNS1 knockout mouse models that developed small, but significant, cortical and medullary cysts, ultimately leading to death from renal failure (Lo et al., 1997; Wu et al., 2019). More recently, *TNS1* knockout MDCK cells have been observed to form multiluminal spheroids in 3D culture displaying alteration in morphology consistent with early stages of cystogenesis (Wu et al., 2019). Our results demonstrate that tensin-1 is significantly decreased in human APDKD tissue when compared to levels in normal human kidney. This is the first report of tensin-1 changes in human ADPKD and is critical evidence for the validation of our system in identifying potential targets for the initiation of cystogenesis. Interestingly, *TNS1* has previously been shown to interact with *NPHP1*, a causal gene underlying a second cystic renal disease, nephronophthisis (Benzing et al., 2001). Taken together, the data presented here suggests that the initiating events in cystogenesis are dominated by changes in how the cell interacts with other cells and the local environment, and that there might be some universality to these initiating steps across all genetic cystic diseases. These alterations would then progressively lead to secondary effects, like the clonal proliferation and fluid secretion, accompanied by disease specific pathogenesis leading to the observed constellation of emergent phenotypes in various genetic cystic diseases.

## MATERIALS AND METHODS

### Mice

The inducible Cre mice (*Pkd2^fl/fl^*, *Pax8rtTA*, *TetOCre*, *+mTmG*) were received from the Baltimore PKD Research and Clinical Core Center. Animal studies were performed in adherence to the NIH Guide for the Care and Use of Laboratory Animals and approved by the University of Maryland School of Medicine Institutional Animal Care and Use Committee. Mice were housed in groups of two to five per cage on a 12:12 h light/dark cycle with lights on at 6 a.m. The Baltimore PKD Research and Clinical Core Center genotyped the mice using primers for *Pkd2^fl/fl^* (forward, 5′-CCTTTCCTCTGTGTTCTGGGGAG-3′; reverse, 5′-GTTTGATGCTTAGCAGATGATGGC-3′), *Pax8* (forward, 5′-CCATGTCTAGACTGGACAAGA-3′; reverse, 5′-CTCCAGGCCACATATGATTAG-3′), and *Cre* (forward, 5′-ATTGCTGTCACTTGGTCGTGGC-3′; reverse, 5′-GGAAAATGCTTCTGTCCGTTTGC-3′) and standard thermocycling protocols.

### Immortalized cell spheroid culture

Immortalized single-cell preparations from *Pkd2^fl/fl^* *Pax8rtTA TetOCre Sv40* were generously provided by the Baltimore PKD Research and Clinical Core Center. These cells were cultured on collagen-coated transwells with 0.4 μm pores (Corning 3491) at 33°C. The cells were propagated at this temperature until 5 days past confluency and fed with the Baltimore PKD renal epithelia cell medium (REC): a 1:1 mixture of RenaLife Complete Medium (Lifeline Cell Technology LL-0025) and Advanced MEM medium (Fisher Scientific #12492) with 5% FBS (ThermoFisher #26140-079), 2.2% penicillin-streptomycin (Fisher Scientific #30-002-Cl), 0.6% L-alanyl-glutamine (Gemini Bio-products #400-106), and 0.03% gentamicin (Quality Biological #120-098-661). For propagation, 10 ng/ml interferon-gamma (CST 39127) was also added to the medium when cultured at 33°C. Polarized plates were then moved to 37°C and replaced with REC medium without interferon-gamma. For 3D culture of immortalized cells, six-well culture plates (Corning 3516) were prewarmed at 37°C overnight before plating. On the day of seeding (typically 2 days after transition to 37°C), cells were detached from the transwell using a cell scraper then pelleted using centrifugation. The medium from the pellet was aspirated and then the pellet was resuspended in growth factor reduced Matrigel (Corning 354230). This Matrigel-cell suspension was then plated across the prewarmed plate in 8–10 droplets per well. For droplet polymerization, the plate was left at room temperature to set for 10 min and then inverted to incubate for 20 min at 37°C. Following these incubations, the culture plate was righted, REC medium was added, and plates were incubated at 37°C for the remainder of the experiment. Spheroids developed in ∼3 days after plating.

### Primary tubule fragmentation

Kidneys were removed from anesthetized (with isoflurane >4.5%) postnatal day 4–7 mice and kept on ice in DMEM/F12 (Life Technologies 10565-018) medium for transfer into sterile culture conditions. Collagenase A solution was prepared by combining the following: 9.5 ml DMEM/F12, 5 μl gentamicin (50 mg/ml, Life Technologies 15750-060), 5 μl insulin (10 mg/ml, Sigma 19278), 0.5 ml FBS (Sigma F0296), 115 μl DNAse I (2 U/ml, Sigma D4263), and 200 μl collagenase A (0.1 g/ml, Sigma C2139). Kidneys were dissected into 1 mm^3^ sections and washed with 2 ml of collagenase A solution. Primary tissue sections were transferred into a 15 ml falcon tube treated with 2.64% BSA (Sigma A9576) in 1×d-PBS (Gibco 10010-023) with a final volume of 2 ml. Dissected preparations were then incubated for 1 h at 37°C in a water bath, shaking at 125 rpm. Periodically, tissue preparations were mechanically disrupted with a 2.64% BSA treated 1 ml pipette tip. Following the incubation, 8 ml of cold DMEM/F12 was added to inactivate the enzymatic reaction. The inactivated suspension was filtered through a Pluristrainer (20 μm, Pluriselect 43-50020-03) to capture larger, tubule fragments and exclude single cells. The Pluristrainer was washed with 10 ml DMEM//F12 and transferred into a 2.64% BSA-coated falcon tube. The preparations were centrifuged for 3 min at 500 ***g*** and the supernatant was aspirated to remove any residual collagenase A solution. The remaining pellet of epithelial tubule fragments was resuspended in freezing medium (90% FBS, 10% DMSO) and stored at −80°C.

### Culture and differentiation

Aliquots of basement membrane construct, growth factor reduced Matrigel (Corning 354230), taken from storage at −20°C, were thawed overnight at 4°C to prepare for tubuloid culture plating. All culture plates were incubated overnight at 37°C prior to plating to aid in-Matrigel attachment and polymerization. For imaging applications, a 24-well glass bottom plate (Grenier Bio-One #662892) was used to set up cultures by first plating 150 μl Matrigel to cover the surface of the plate. The bottom layer was allowed to polymerize for 1–2 h at 37°C. During the polymerization step, PKD tubuloid medium was prepared. PKD tubuloid medium was made from 37 ml of Basic tubuloid medium [490 ml DMEM/F12, 1% penicillin-streptomycin (Sigma P4333), 1% ITS (Gibco 51500-056)] filtered with a 20 μm Steriflip, 5 ml fetal bovine serum (Sigma F0926), and a growth factor cocktail of 40 ng/ml recombinant human hepatocyte growth factor (HGF; Invitrogen, PHG0324), 20 ng/ml recombinant human epidermal growth factor (EGF; Sigma, E9644), and 8.8 ng/ml recombinant human basic fibroblast growth factor (FGF; Sigma, FO291). Mouse glial-derived neurotrophic factor (GDNF; 20 ng/ml; Sigma, SRP3200) was added to PKD tubuloid medium to make pulse medium. Following polymerization, frozen aliquots of primary tubule preparations (−80°C) were thawed and resuspended in prewarmed Basic tubuloid medium in a 15 ml conical tube coated with 2.64% BSA in 1×d-PBS. From this point forward, all plasticware, including tubes and pipette tips, was coated in 2.64% BSA solution. Cell suspensions were centrifuged for 3 min at 500 ***g*** and supernatant aspirated to remove residual DMSO from freezing medium. The cell pellet was resuspended in 400 μl of PKD tubuloid medium with GDNF and 100 μl of cell suspension was plated on top of the first polymerized Matrigel layer (4 wells per aliquot). Tubule preparations were allowed to attach and settle on Matrigel by incubating at 37°C for 1–2 h. Finally, another 150 μl of Matrigel basement membrane construct was added to cover the primary tubule preparations. This was the final layer of the sandwich plating technique. The top layer was allowed to polymerize and the cultures were covered with 1.5 ml PKD tubuloid medium with GDNF for 24–36 h. PKD tubuloid medium (without GDNF) was exchanged every other day by replacing 1 ml of medium each time throughout the culture period. Cultures were typically maintained for 10 days due to the longevity of Matrigel integrity.

### Inactivation of *Pkd2*, structure classification, and morphological tracking following *Pkd2* inactivation

Following a 3-day differentiation period after plating, tubuloids were treated with either 10 μg/ml of doxycycline (Sigma D3072) to inactivate *Pkd2*, or DMSO for controls, for 3 days. Following doxycycline treatment, individual structures and population tracking was continued every 24 h for up to 10 days. Individual structures were tracked by taking 20× objective magnification bright-field and fluorescence images to visualize changes in the mTmG reporter, while population tracking data was acquired as 4× objective magnification bright-field and fluorescence images. Positions for both levels of structure tracking were saved using Metamorph MultiDimensional Acquisition software [7.8.12.0 (August 27, 2015)] on an Olympus IX83 epifluorescence microscope with an ASI motorized stage. Classification of tubuloid structures was performed manually with defined description criteria for both differentiated and undifferentiated structural classifications (Fig. 2A). These classifications were determined using staining patterns of epithelial markers, including E-cadherin (eBioscience, 13-3249) and zonula occludens-1 (Z0-1; SCBT, sc-33725). The differentiated class of structures includes spheroids and tubules, which both stained positively for E-cadherin and ZO-1 (Figs 2B, 3D). Spheroids were defined by a multicellular wall with a clear lumen, whereas tubules exhibited a slit-like lumen with a diameter of about 50 μm. The undifferentiated structures were negative for the epithelial markers E-cadherin and ZO-1, which suggests a role as supportive, globular structures, called prestructures. For tubuloid analysis, structures were categorized according to the parameters in Fig. 2 from bright-field images taken with a 4× objective. This determination of tubule versus spheroid population was manually characterized through blinded categorization, and structures that were out of the plane of focus or not within the boundaries of the field of view were not included.

### Quantification of mTmG reporter fluorescence and protein abundance following Cre activation

Changes in fluorescence were quantified following 3 days of 10 μg/ml doxycycline treatment. Quantification of relative +mTmG fluorescence following activation of Cre recombinase was analyzed in ImageJ using the Color Pixel Counter Plugin [ImageJ v.1.0: initial release (5/5/2010)]. To validate protein changes in the double fluorescent reporter, fluorescence activated cell sorting was used to look at changes in PC2 in isolated red and green populations. Inducible cells were cultured on 10-cm dishes with REC medium (described above) and treated with doxycycline following the protocol for organoids. Cells were detached from the plate and prepared for sorting by the University of Maryland Greenebaum Comprehensive Cancer Center Flow Cytometry Shared Services. Cells were sorted using a BD Aria II Cell Sorter into GFP-positive (488 nm) and Tomato-positive (552 nm) populations. For immunoblotting analysis in 3D culture, tubuloids were recovered from the Matrigel using Corning Cell Recovery solution (VWR 354253) following the manufacturer's protocol. After removal of recovery solution, tubuloids were lysed with RIPA buffer containing deoxycholic acid (1% deoxycholic acid, 1% Triton X-100, 0.1% SDS, 150 mM NaCl, 1 mM EDTA, and 10 mM Tris-HCl pH 7.5) with 1:10 protease inhibitor (Sigma P-8340). Tubuloid lysate was rotated in the cold room at 4°C for 30 min and then centrifuged for 15 min at 16,000 ***g***. Supernatant was collected and protein abundance was quantified by BCA assay (Thermo Scientific 23225); pellets were saved and stored at −80°C. Samples were heated with 5× Laemmli buffer containing SDS and 10% β-mercaptoethanol for 30 min at 37°C. Samples were then loaded on 10% stain-free gels (BioRad 4568033) with kaleidoscope marker (BioRad 161-0375) and run for 50 min at 200 V. Before transfer, gels were crosslinked using UV (BioRad ChemiDoc MP Imaging System) and imaged to quantify total loaded protein (LC) for normalization of protein abundance. Gels were then transferred onto 0.2 μm pore size nitrocellulose membranes (BioRad 1704158) using a semidry BioRad Trans-blot Turbo System. Membranes were blocked in 5% milk in 1×TBS-T and primary antibodies (1:1000 rabbit anti-PC2; Baltimore PKD Research and Clinical Core Center, 3374) were incubated overnight in 2.5% milk in 1×TBS-T at 4°C. Blots were washed three times in 1×TBS-T, then incubated with secondary antibody (1:5000 HRP-conjugated goat anti-rabbit; Jackson ImmunoResearch Laboratories, 111035144) in 2.5% milk in 1×TBS-T for 1 h, with rocking, at room temperature. Blots were washed again three times with 1×TBS-T and developed in SuperSignal West Pico chemiluminescent substrate (Thermo Scientific 34577). Blots were developed using a Biorad Chemidoc imaging machine and quantified using ImageLab (BioRad Version 6.0.1 build 34). Normalization was performed by calculating the total protein loaded in each lane using the BioRad Stain-Free Gel System. Statistical comparisons of density measurements from western blots were performed using a Student's *t*-test for pairwise comparisons (Prism 7, GraphPad, USA). All reported data are means±s.e.m.

### Fixation

Following ∼10 days of culture and tracking, tubuloids were fixed in Matrigel basement membrane. First, medium was gently removed and the culture was washed with prewarmed 1×PBS, three times. Following removal of PBS wash buffer, wells were treated with 1:20 collagenase A (0.1 g/ml; Sigma C2139) and incubated at 37°C for 10 min to break down the Matrigel and improve penetration of fixative. The enzyme solution was removed and samples gently washed again with 1×PBS. Tubuloids were fixed in Matrigel with 3% paraformaldehyde (Electron Microscopy Sciences 15714-S) in 1×PBS on a rocking plate at room temperature for 30 min. Fixative was removed and samples were washed three times with 1×d-PBS. The plate was stored overnight at 4°C in 1×PBS following the fixation steps.

### Immunofluorescence

Following overnight storage of the plate, it was brought to room temperature and permeabilized by adding 0.025% saponin (Sigma S4521) in 1×PBS, rocking for 30 min at room temperature. The 1×PBS washes were repeated and samples were then blocked with 1% fish skin gelatin (Sigma G7765) in dH_2_O for 2 h at room temperature. The primary antibodies (rat anti-ZO-1, 1:50, sc-33725, SCBT; biotinylated E-cadherin, 1:200, 13-3249, Affymetrix; mouse anti-Na^+^/K^+^-ATPase, 1:200, 05-369, Millipore; mouse anti-acetyl-α-tubulin, 1:200, 12152S, CST) were added in the fish skin gelatin solution, rocking overnight at 4°C. The following day, the plate was allowed to re-equilibrate to room temperature to reduce the loss of structures during washing. The cultures were washed three times with room temperature 1×PBS. The fluorescent secondary antibody (goat anti-mouse Alexa Fluor 488, 1:200, A11001, Invitrogen; goat anti-rat Alexa Fluor 647, 1:200, A21247, Invitrogen; goat anti-mouse Alexa Fluor 555, 1:200, A21422, Invitrogen; streptavidin-conjugated Cy5, 1:25, 43-4316, Invitrogen) was added in 1% fish skin gelatin in dH_2_O and incubated while rocking at room temperature for 2 h. For DBA staining, 1:200 of rhodamine-conjugated DBA (Vector Laboratories RL-1032) was added in 1% fish skin gelatin with other secondary antibodies. The culture was washed again three times with 1×PBS and the sample was covered with mounting medium (Vector Labs H1200). Fixed culture plates were imaged on an Olympus IX83 inverted imaging system.

### Morphometric analysis and spherical agreement of structures before and after *Pkd2* inactivation

In a bright-field image (taken using a 20× objective magnification), a region of interest was drawn around each structure. The width, height, and area were recorded for each structure at timepoints before and 168 h after a 3 day doxycycline or DMSO treatment. Structures were quantified using the MetaMorph application for Region Statistics. Then, the spherical-like area was calculated (area=2π*r*^2^), using the shortest measurement of the width or height as the radius (*r*). The percentage difference between the area and calculated/spherical area was then compared before and after the addition of DMSO or doxycycline. The absolute value of this difference was graphed on a scale from 1 (spheroid) to 0 (tubule) to determine spherical agreement, or likeness to a sphere. A paired *t*-test was employed to compare spherical agreement before and after treatment on the same structure in DMSO or doxycycline conditions.

### RNA preparation

Tubuloids were isolated from the Matrigel using Corning recovery solution by following the manufacturer's protocol. For GDNF pulse experiments, tubuloids were collected 6 days following GDNF pulse on culture day 7 (Fig. 3). For *Pkd2* inactivation experiments, tubuloids were collected 2 days following the doxycycline or DMSO treatments on culture day 7 (Fig. 6). Once the pellet of organoids was isolated from the Matrigel, an RNeasy Plus Mini Kit (Qiagen 74134) was used to isolate RNA, following the manufacturer's protocol. RNA was suspended in molecular biology grade water and then quantified using a CLARIOstar plate reader before being stored at −80°C.

### Illumina sequencing

Libraries were prepared using the manufacturer's protocol for the Clontech SMART-Seq v4 Ultra Low Input RNA kit (minimum concentration 2 ng/μl; with poly-A selection). Samples were sequenced on two flow cell lanes of an Illumina HiSeq4000 75 bp paired end run. Four samples were sequenced in each flow cell lane. Sample quality assessment, RNA-Seq library preparation, and sequencing were performed by the Genomics Resource Center at the University of Maryland School of Medicine. RNA-Seq data was stored and analyzed on BasePair (https://app.basepairtech.com/) for expression count (STAR) and differential expression (DESeq2) analyses.

### Reverse transcription quantitative PCR

Following RNA isolation, cDNA was made using the SuperScript III First-Strand Synthesis system for RT-PCR (Invitrogen 18080-051) by following the manufacturer's protocol for first strand cDNA synthesis. Reactions (4 ng cDNA) were run in 96-well plates (Life Technologies 4483485) following the manufacturer's protocol for PowerUp SYBR Green (Life Technologies A25742). Oligonucleotides used were as follows: *Six2* forward primer, 5′-GAGGCCAAGGAAAGGGAGAA-3′; *Six2* reverse primer, 5′-GAACTGCCTAGCACCGACTT-3′; *Wnt11* forward primer, 5′-TCATGGGGGCCAAGTTTTCC-3′; *Wnt11* reverse primer, 5′-TTCCAGGGAGGCACGTAGAG-3′; *GATA3* forward primer, 5′-GCCCCTCATTAAGCCCAA-3′; *GATA3* reverse primer, 5′-GGAGGGAGAGAGGAATCCGA-3′.

### Visualizing GO terms using REViGO

Gene ontology (GO) terms that had a nominal *P*-value of less than or equal to 0.05 were added to a list on the REViGO webpage (http://revigo.irb.hr/) (Supek et al., 2011). Visualization criteria allowed for medium similarity (0.7), associated by *P*-values, selected to a *Mus musculus* GO database, using SimRel semantic similarity measurements.

### Visualizing differentially expressed genes using Heatmapper

Differentially expressed genes (adjusted *P*-value of less than or equal to 0.05 and fold change of 1.5) with their corresponding total number of reads per sample (raw read counts per gene divided by each sample's library size) were exported to a Microsoft Excel spreadsheet and uploaded into Heatmapper (http://www2.heatmapper.ca/expression/) (Babicki et al., 2016). Genes were mapped using average linkage and Pearson distance measurements.

### Human kidney protein sample preparation and immunoblotting

Normal (*n*=4) and ADPKD (*n*=5) human male kidney tissue samples were dissected from nephrectomized human kidneys received from the Baltimore PKD Research and Clinical Core Center and stored after flash freezing at −80°C (reviewed by the UMB IRB and determined to not be human research, requiring no further IRB review). Kidney tissue was homogenized using a BeadBug™6 homogenizer (Benchtop Scientific) with 3.0 mm beads (Benchmark Scientific, #D1032-30) in deoxycholic RIPA lysis buffer. Immunoblotting and development of human sample blots was performed as detailed above for tubuloid samples using a primary antibody against tensin-1 (1:100; Invitrogen, PA557515).

### Statistics

For RT-qPCR, fold changes (calculated using the ΔΔCt method) between experimental groups were compared using a two-tailed Student's *t*-test. For differentiation quantification, the percentage of differentiated structures or tubules of total structures was compared between experimental groups using a two-tailed Student's *t*-test. For analysis of western blots, specific protein abundance normalized to total loaded protein between experimental groups was compared using a two-tailed Student's *t*-test. For the spherical agreement assay, the change in morphometry of structures before and after a treatment were compared using a two-tailed paired sample *t*-test. RNA-Seq data was analyzed on BasePair (https://app.basepairtech.com/) for expression count (STAR) and differential expression (DESeq2) analyses (Love et al., 2014). Gene ontology terms were statistically compared using nominal *P*-values. Differentially expressed genes were statistically compared using adjusted *P*-values calculated with a Benjamini-Hochberg adjustment using an alpha value of 0.1.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

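RNA-Seq of mouse tubuloid cultures was analysed for 8 cultures, 4 that received a 24 h pulse of 20 ng/ml GDNF and 4 controls. Conditions and culture numbers were taken from the sample titles and treatment labels and checked against the paper, which gives n = 4 for each group. The groups share no culture numbers, so the comparison is unpaired. The other experiments of the paper, including RT-qPCR, staining, morphometry and *Pkd2* inactivation, were not analysed here, and the gene ontology sets and supplementary tables were not used here.

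The authors mapped 75 bp paired-end reads from SMART-Seq v4 libraries with STAR on the BasePair platform to mm10 and deposited one table per culture. The deposited counts are whole numbers per RefSeq transcript, without normalization. The deposited FPKM values are those counts divided by transcript length and by the total of the table's counts: the length implied by count and FPKM was a whole number for 100% of detected transcripts. The deposited TPM values are scaled by the authors to the same total in each culture over all listed transcripts. FPKM was used only to obtain transcript lengths. Because reads that fit several transcripts of a gene appear in the count of each, sums over transcripts count such reads several times, and TPM values are spread over more entries than there are genes. Versions, strand handling and rules for reads that map to several genes are not named in the paper's text.

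Total transcript counts ranged from 72991721 to 97490625 per culture. At this depth, counting error is small beside the variation between cultures for most genes, apart from genes with a few counts such as *Aqp2*, for which 3 counts was taken as the smallest level that can be shown.

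Counts were summed per gene symbol and tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr at its defaults, TMM normalization, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment over 16557 genes, adjusted p of 0.05). The standard error of a log2 fold change was taken as its absolute value divided by the square root of the quasi-likelihood F statistic. For TPM, the design left open which transcript to use. The authors' TPM of the transcript with the highest mean count over all cultures was chosen after the tables were opened, with TPM summed over transcripts and TPM rescaled over one transcript per gene as alternatives. Single genes were compared by exact permutation tests of the difference of means over all 70 assignments, one-sided for the 12 principal cell transcription factors as in the paper and two-sided elsewhere. The set of 12 factors and 17 gene lists were scored as the mean log2 CPM of their members (prior count 1, members with a mean of at least 1 CPM), with Benjamini-Hochberg adjustment over the lists.

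The genes named in the text are those that the paper names for this experiment, members of the gene lists, and, since none passed the adjusted p, those among the 10 smallest unadjusted p with a mean CPM of at least 5 and no overlap between the groups. One of the 12 principal cell transcription factors is not reported here on its own. Coordinates are from the RefSeq annotation of GRCm38, of which mm10 is the equivalent. Lengths were known for 100% and GC content, through GENCODE release M21, for 98.2% of the genes tested.

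The gene lists, the tests and the first set of alternatives were chosen before the data were examined. That set held DESeq2 1.42.0, limma-voom with quality weights (limma 3.58.1), upper-quartile and DESeq2 size factor normalization, library size only, a robust fit, other filters on low counts and thresholds, other prior counts, two-sided and adjusted tests, CPM in place of TPM, log2(TPM + 1), limma camera and leaving out each culture in turn. Those chosen after seeing the data were one transcript per gene, TPM summed over transcripts or rescaled, leaving out control cultures for the mean of *Six2*, the paper's own one-tailed test of the factors, DESeq2 at an adjusted p of 0.1, a covariate or stratified permutation for cultures with *Xist* or with Y-linked RNA, and a correction for transcript length and GC content, in which per-culture spline trends (5 degrees of freedom each) entered as offsets. Cultures were called by whether *Xist* or 4 Y-linked genes had the higher TPM. The edgeR, DESeq2 and limma-voom steps were tested on simulated counts with 200 genes changed 2-fold or 4-fold, drawn with the library sizes and dispersions of the cultures. Permutation tests, random lists and figures used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.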

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

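In this part, all tests were chosen after the values were seen, except that of the epithelial list between the cultures with *Xist* and with Y-linked RNA. Of 102 groups of 4 values examined for a culture far from the others, 3 had one, where chance gives about 5.

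The TMM factor of control culture 3 was 0.790, while the other control cultures lay between 0.963 and 0.982. The 10 genes with the most counts took 7.77% of its counts, which is not above the other controls. Genes with transcripts of at most 1412 bp took 26.6% of its counts, compared with 19.3% to 21.8% in the other controls, so that a shift towards short transcripts may account for the low factor. No biological explanation was tested.

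*Six2* was at 0.547 TPM in GDNF culture 22, far below the 3.32 to 3.72 TPM of the other GDNF cultures. The library is the smallest of the 8, but the mean TPM of the other GDNF cultures would have given 281 counts at its depth, and 44 were observed, so library depth is an unlikely explanation. A difference between the preparations of tubule fragments was not tested.

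*Aqp2* was at 0.356 TPM (25 counts) in GDNF culture 6, while the other GDNF cultures had 0 to 0.0555 TPM. The same culture had the highest CPM of all 8 for 4 of the 5 members of the mature collecting duct list with a mean of at least 1 CPM, *Fxyd4*, *Avpr2*, *Scnn1b* and *Scnn1g*, but not for *Hsd11b2*. A larger share of collecting duct RNA in this culture is therefore a candidate explanation. Whether that share came from the GDNF pulse or from the starting fragments cannot be told from a single culture.

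The 4 cultures with *Xist* RNA differed from the 4 with Y-linked RNA in genes the paper does not discuss. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 38 genes passed an adjusted p of 0.05, of which 4 lie on X, 2 on Y and 32 on autosomes, so sex chromosome genes alone do not account for the difference. *Xist* and 4 Y-linked genes defined the split, so calls of those genes show nothing beyond it. It was the only one of the 35 splits of the 8 cultures with any gene at that threshold (1 of 35 gave as many). Genes singled out after their values were seen include *Umod* (log2 difference -3.32 for Y-linked against *Xist* cultures, adjusted p = 0.0174), *Avpr2* (-2.47, adjusted p = 0.00564) and *Fxyd4* (-2.24, adjusted p = 0.0397). The mature collecting duct list was higher in the cultures with *Xist* by 2.06 on the log2 scale (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow), but its 5 genes include *Avpr2* and *Fxyd4*, which belong to the pattern itself. The 3 members that were not called were higher by 1.91 (p = 0.0286 by the same exact test), whereas the epithelial list did not pass the threshold (p = 0.257 by the same exact test). The loop of Henle list was higher too, by 2.59 (same exact test, p = 0.0286). Only 3 of its genes had a mean of at least 1 CPM, *Umod* among them, and the other 2 were higher by 2.20 (same exact test, p = 0.0286). *Slc12a1*, a further member below that mean, was not lower in the cultures with Y-linked RNA (log2 difference 0.39, adjusted p = 0.821 by edgeR's quasi-likelihood test). A larger share of RNA from distal nephron segments, the collecting duct among them, is a possible explanation. The epithelial list was nevertheless higher by 0.69 and the proximal tubule list by 0.39 (p = 0.0571), and the stromal list was lower (-0.89, p = 0.114; same exact test for both). A larger share of epithelial RNA in general was therefore not shown but is not excluded. The labels name the preparation or lane of 0 of the cultures, so sex, preparation and lane cannot be told apart. The cultures with *Xist* RNA also bear the lower culture numbers (3, 6, 7 and 12), and those with Y-linked RNA the higher ones (14, 17, 21 and 22). GDNF and control cultures were split evenly over both kinds.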

How the results depend on the processing

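One transcript per gene, summed and rescaled TPM, leaving out control cultures for *Six2*, the paper's own one-tailed test, DESeq2 at an adjusted p of 0.1, the covariate or stratification for *Xist* and Y-linked RNA and the length and GC correction were chosen after seeing the data; the other alternatives were set earlier. Where a change is given below without a tested cause, the cause was not tested. No paired analysis was possible because the groups share no culture numbers.

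The count of genes changed by the GDNF pulse at an adjusted p of 0.05 was 0 in edgeR with TMM, and also 0 with upper-quartile normalization, DESeq2 size factors, library size only, both other filters, the robust fit, limma-voom, an adjusted p of 0.1, a 1.5-fold threshold, the covariate, the length and GC correction and one transcript per gene, and from 0 to 0 genes across the 8 fits that each left out one culture. DESeq2 gave 1066 genes (160 higher, 906 lower), DESeq2 on one transcript per gene 1092 (153 higher, 939 lower), and DESeq2 at an adjusted p of 0.1 gave 2315 (577 higher, 1738 lower). DESeq2 on summed counts and on one transcript per gene shared 1034 genes. At an unadjusted p of 0.05, edgeR gave 3665 genes, and from 2192 to 4104 with each culture left out. Of these 3665 genes, 41.8% were higher after the pulse. Without composition correction (library size only) 79.5% of 4149 genes were higher, and the median log2 fold change of all genes was 0.25 in place of 0.033. Without control culture 21, 27.7% of 3563 genes were higher.

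The count of principal cell transcription factors higher after the pulse was 6 of the 11 given one at a time with the one-sided test on TPM, and was unchanged on log2(TPM + 1), on TPM summed over transcripts and on rescaled TPM. Of the same 11 it was 1 with the two-sided test and 0 after adjustment over the 12 factors. It was 0 in CPM with TMM, and the length and GC correction, run on log2 CPM with TMM and not on TPM, left it at 0. It was also 0 for edgeR and 0 for DESeq2 with adjustment over all genes. On TPM it was 3 with permutations within the cultures with *Xist* and with Y-linked RNA. With the paper's one-tailed test it was 7 on deposited and 8 on rescaled TPM. With each culture left out in turn it was from 1 to 6, the 6 without GDNF culture 17 not being the same factors, in a design of 3 against 4 whose smallest one-sided p is larger. The TPM change of *Tsc22d3* ranged from -0.27 to 0.12 on the log2 scale with each culture left out, and those of the other 10 given one at a time kept their direction.

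The mean change of the 12 factors was 0.27 on the log2 scale (one-sided exact p = 0.143). With library size only it was 0.50 (exact p = 0.0429), and with each culture left out from 0.12 to 0.42, passing the threshold when GDNF culture 17 was left out. The remaining alternatives kept its direction and its side of the threshold, down to 0.094 after the length and GC correction.

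The difference of *Fxyd4* kept its sign in TPM, from 0.855 to 21.1 TPM with each culture left out. That of *Aqp2* was from -0.0256 to 0.0930 TPM and that of *Avpr2* from -0.231 to 1.04 TPM, and *Avpr2* was reversed in CPM with TMM at -0.625 CPM. Permutation within the cultures with *Xist* and with Y-linked RNA left p above 0.05 for all 3 markers, though it cannot go below 0.0556. *Six2* in the control cultures moved from 1.34 to 1.97 TPM when rescaled.

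None of the gene list scores passed an exact p of 0.05 in the analysis with TMM or with permutations within the cultures with *Xist* and with Y-linked RNA. With library size only, the scores of the intercalated (0.16), interferon (0.00211), stromal (0.12) and podocyte (0.19) lists were reversed. The intercalated list was also reversed with a prior count of 0.1 (0.00212) and the podocyte list with all members counted (0.12). With each culture left out, the ranges were -0.18 to 0.46 for endothelial, -0.99 to 0.48 for intercalated, -0.90 to 0.22 for loop of Henle, -0.034 to 0.73 for macrophage, -0.073 to 0.85 for mature collecting duct, -0.40 to 0.24 for stromal, -0.43 to 0.57 for podocyte and 0.070 to 0.43 for nephron progenitor genes, the last passing the threshold without GDNF culture 22.

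Among the log2 fold changes of named genes, the length and GC correction reversed *Tfap2b* (-0.0152), *Nfix* (-0.25), *Wnt11* (-0.0724) and *Ret* (-0.045), and library size only reversed *Avpr2* (0.12). DESeq2 put *Abcg2* and the 8 genes named by the smallest unadjusted p past the threshold of 0.05, and on one transcript per gene all of them but *Kif9*. With each culture left out, ranges that crossed 0 were -0.10 to 0.70 for *Tfap2b*, -0.045 to 0.47 for *Grhl2*, -0.031 to 0.14 for *Wnt11*, -0.42 to 1.05 for *Fxyd4* and -0.72 to 0.25 for *Avpr2*.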

Differences from the paper's values

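Values shown only in Fig. 3C were read by eye, and leaving out a culture is the kind of alternative set before the data were examined that bears on a group mean. *Gata3* after the GDNF pulse is about 31 TPM in Fig. 3C, read by eye, and was 20.6 TPM here. Leaving out GDNF culture 17 (23.9 TPM) took the ratio below 1.5, and leaving out any other GDNF culture did not. For *Ehf* in controls, the paper's value is about 17 TPM in Fig. 3C, read by eye, and the mean here was 11.1 TPM. Without control culture 14 it was 13.6 TPM, a ratio below 1.5, whereas leaving out control culture 3, 7 or 21 left the ratio above. *Maf* after the pulse is about 8.3 TPM in Fig. 3C, read by eye, against 5.50 TPM here; without GDNF culture 6 (5.75 TPM) or 17 (5.63 TPM) the ratio was below 1.5, and without culture 12 or 22 it was not. *Glis2* in controls is about 16 TPM in Fig. 3C, read by eye, against 10.7 TPM here, and leaving out control culture 3 (11.9 TPM) or 14 (10.9 TPM), but not 7 or 21, took the ratio below 1.5. *Grhl2* after the pulse is about 12 TPM in Fig. 3C, read by eye, against 7.97 TPM here. Without GDNF culture 6 (8.13 TPM) or 17 (8.97 TPM) the ratio was below 1.5, and without culture 12 or 22 it was not. The criterion asks for a ratio above 1.5 and a difference above the SD between cultures. Rescaling TPM over one transcript per gene, an alternative chosen after seeing the values, gave 30.5 TPM for *Gata3*, 16.3 TPM for *Ehf*, 8.15 TPM for *Maf*, 15.7 TPM for *Glis2* and 11.9 TPM for *Grhl2*, and closed the gap for all 5. Under it, 18 of the 24 group means were within 10% of the values read by eye, compared with 2 of 24 for the deposited TPM, for which the median ratio of the paper's value to the value here was 1.48. The rescaling moved *Irf1* away from the paper's values, which are about 26 TPM in controls and about 38 TPM after the pulse in Fig. 3C, read by eye: it gave 38.6 and 54.8 TPM, against 26.2 and 37.0 TPM as deposited. It also moved *Tsc22d3* away, which is about 20 TPM in controls and about 18 TPM after the pulse in Fig. 3C, read by eye: it gave 25.6 and 23.2 TPM, against 17.4 and 15.6 TPM as deposited. The paper's text gives 1.34 TPM for *Six2* without naming the cultures. The control mean of *Six2* was 1.34 TPM as deposited and 1.97 TPM when rescaled, so rescaling moved this value away too. Rescaling therefore does not account for all of the paper's values.

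The paper counts *Gata3*, *Ehf* and *Grhl2* among the upregulated factors. Here these 3 had one-sided exact permutation p-values of 0.0571, 0.0571 and 0.0857 on TPM (n = 4 in each group). Without GDNF culture 17, *Gata3* and *Ehf* passed the threshold of 0.05. With the paper's own one-tailed test, tried after seeing the values, *Ehf* passed on the deposited TPM, and both *Ehf* and *Gata3* passed on rescaled TPM. *Grhl2* passed under none of the alternatives run, and the P that the paper's legend gives for it is likewise above the paper's own threshold. *Irf1*, *Irf9*, *Nfia*, *Maf*, *Nfix* and *Glis2* passed here on TPM.

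The paper states that mature collecting duct markers did not appear to be present. *Aqp2* had 0 to 8 counts in 7 of the 8 cultures, but *Fxyd4* had 160 to 1904 counts and *Avpr2* 54 to 398 counts per culture.

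The paper's discussion speaks of many differentially expressed genes after the pulse. With DESeq2 at an adjusted p of 0.05 and a change of at least 1.5-fold, the criteria the paper's methods give for its heatmap, there were 869. Under these criteria there is no difference from that statement. The paper does not say which criteria it used for the genes after the pulse, and its statistics section names an alpha value of 0.1. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment there were 0 at an adjusted p of 0.05, against 3665 at an unadjusted p of 0.05. DESeq2 called 1066 at an adjusted p of 0.05 and, at the adjusted p of 0.1 tried after seeing the data, 2315.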

Other observations

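In this part, the tests of the transcription factors, their splits included, of the numbers of genes and of the gene lists within kinds of culture were chosen after the values were seen, while those of the length trend were set beforehand.

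The higher TPM of the principal cell transcription factors after the GDNF pulse was set against technical explanations. The mean log2 TPM change of the 12 factors was 0.61. Over 10000 random lists of 12 genes matched on mean TPM, the median change was 0.46, and the factors stood at the 92.0th percentile of the lists. Of all genes with a mean of at least 1 TPM, 40.4% passed the same one-sided exact test at 0.05 for a rise and 2.69% for a fall, where chance gives 4.29%. A list of 11 genes matched to the factors given one at a time had a median of 5 that passed, where 6 of the factors did, and 48.0% of such lists had at least as many. In CPM with TMM, 16.0% of genes passed for a rise and 16.3% for a fall. TMM is built to leave the typical gene unchanged, so this balance cannot tell a technical shift in TPM from a biological one. By the random lists, a scaling shared by all genes may account for much of the rise in TPM, whatever its cause. After the length and GC correction the mean change in CPM of the factors was 0.094 in place of 0.27, so that a transcript length effect could contribute, although a correction of this kind also removes a biological change that follows length. In CPM with TMM the epithelial list (-0.35) and the interferon list (-0.22) did not rise with the factors. With each culture left out, the epithelial score ranged from -0.89 to -0.041 and the interferon score from -0.35 to -0.059. In TPM, where the factors rose by 0.61, the epithelial list changed by -0.19 and the interferon list by 0.085. The scores of both lists varied between control cultures (SD 1.16 and 0.377 on the log2 scale in CPM, n = 4) by more than the 0.27 by which the factors rose, so a larger share of epithelial RNA and an interferon response are not excluded. Total counts did not differ between the groups (exact permutation test, two-sided, p = 0.286), but TPM is scaled to a fixed total, so this test has no bearing on TPM. In 10 of the 35 splits of the 8 cultures the mean change of the 12 factors in CPM was as large as in the real one.

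The number of genes changed was compared with all 35 splits of the 8 cultures into 4 and 4, mirror splits counted once. At an adjusted p of 0.05 in edgeR's quasi-likelihood test, the real split gave 0 genes. All 35 of 35 splits then give as many by definition, so this comparison says nothing about grouping. At an unadjusted p of 0.05 it gave 3665 genes, the other splits 44 to 3018 with a median of 486, and 1 of 35, the real one, gave as many. DESeq2 gave 1066 genes for the real split and 0 to 641 for the others, with a median of 4.5, and again 1 of 35 gave as many. By these counts, the GDNF pulse stands apart from other groupings. After the length and GC correction, however, the real split gave 2497 genes at an unadjusted p of 0.05, the other splits 50 to 2520 with a median of 566.5, and 2 of 35, the real one included, gave as many, so that a grouping by chance is not excluded for that count. The split with 2520 genes put GDNF culture 6 with control cultures 3, 7 and 21, and it also gave the 3018 and 641 genes above. It keeps most of the treatment contrast, so it is a poor guide to groupings unrelated to the pulse. The libraries were run 4 to a lane on 2 lanes, and the lane of each culture is not known, so a lane that followed the treatment cannot be told apart from the pulse. The split by *Xist* and Y-linked RNA gave 1580 genes at an unadjusted p of 0.05 and 475 with DESeq2, fewer than the real one, but 38 at an adjusted p of 0.05 in edgeR, where the real split gave 0.

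The log2 fold changes after the pulse rose with transcript length. The rank correlation across genes, which are not independent replicates, was 0.377. The median log2 fold change was -0.32 for transcripts of at most 1412 bp and 0.32 for those of at least 4534 bp. Without control culture 3 the correlation was 0.295, and given GC content it was 0.403, so neither that culture alone nor GC content accounts for the trend. By culture, the correlation of the deviation from the mean with length was -0.410 in control culture 3 and between 0.307 and 0.347 in GDNF cultures 12, 17 and 22, but -0.0874 in GDNF culture 6. In 5 of the 35 splits the correlation was as strong, so the trend cannot be told apart from a difference between libraries unrelated to the pulse. RNA integrity values were not used here.

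Values of other genes that the paper measured by another method or in another experiment were as follows. *Wnt11*, which the paper reports as raised by RT-qPCR, was at 4.01 ± 0.570 TPM in controls and 5.46 ± 0.706 TPM after the pulse (SD, n = 4 in each group, exact permutation test, two-sided, p = 0.0571). Its log2 fold change in edgeR was 0.054 (adjusted p = 0.854 by the quasi-likelihood test). *Ret* was at 0.992 ± 0.546 and 1.70 ± 0.532 TPM (SD, n = 4 in each group; exact permutation test, two-sided, p = 0.114). *Abcg2*, a proximal tubule marker that the paper reports as lacking, was at 44.8 ± 7.55 TPM in controls and 36.5 ± 3.00 TPM after the pulse (SD, n = 4 in each group). Its log2 fold change was -0.70 (edgeR's quasi-likelihood test, adjusted p = 0.167; DESeq2, adjusted p = 0.0118). The paper names ABCG2 beside DBA and shows no data, so its statement may concern protein and not RNA. Other proximal tubule list members were low in mean TPM, control and pulse: *Lrp2* (0.037, 0.077), *Cubn* (0.17, 0.13) and *Hnf4a* (0.11, 0.46). *Aqp1* (0.17, 0.27), *Slc27a2* (0.099, 0.37) and *Slc22a8* (0.17, 0.74) were low too. *Slc5a2* (6.52, 11.2) and *Ggt1* (6.598, 10.1) were not. *Pkd2* was at 15.4 ± 4.65 and 26.8 ± 3.78 TPM, higher in every GDNF culture than in every control (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow), with a log2 fold change of 0.44 (edgeR's quasi-likelihood test, adjusted p = 0.187). The TPM values carry the shift of all genes given above.

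The other gene lists had no detectable change. The smallest two-sided exact p among 17 lists was 0.229, for the distal convoluted tubule list (mean log2 change 0.92) and the proliferation list (-0.28), and the smallest value after Benjamini-Hochberg adjustment was 0.891. With permutations only within the cultures with *Xist* and with Y-linked RNA (exact, two-sided, 36 assignments), the distal convoluted tubule list reached 0.0556, the smallest value these allow, and the nephric duct and ureteric bud list was at 0.222. After adjustment over the lists, none was below 0.661.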
